# Prime editing in mice reveals the essentiality of a single base in driving tissue-specific gene expression

**DOI:** 10.1186/s13059-021-02304-3

**Published:** 2021-03-16

**Authors:** Pan Gao, Qing Lyu, Amr R. Ghanam, Cicera R. Lazzarotto, Gregory A. Newby, Wei Zhang, Mihyun Choi, Orazio J. Slivano, Kevin Holden, John A. Walker, Anastasia P. Kadina, Rob J. Munroe, Christian M. Abratte, John C. Schimenti, David R. Liu, Shengdar Q. Tsai, Xiaochun Long, Joseph M. Miano

**Keywords:** Mouse, CRISPR, Prime editing, Genome editing, Transcription, Gene expression

## Abstract

**Background:**

Most single nucleotide variants (SNVs) occur in noncoding sequence where millions of transcription factor binding sites (TFBS) reside. Here, a comparative analysis of CRISPR-mediated homology-directed repair (HDR) versus the recently reported prime editing 2 (PE2) system was carried out in mice over a TFBS called a CArG box in the *Tspan2* promoter.

**Results:**

Quantitative RT-PCR showed loss of *Tspan2* mRNA in aorta and bladder, but not heart or brain, of mice homozygous for an HDR-mediated three base pair substitution in the *Tspan2* CArG box. Using the same protospacer, mice homozygous for a PE2-mediated single-base substitution in the *Tspan2* CArG box displayed similar cell-specific loss of *Tspan2* mRNA; expression of an overlapping long noncoding RNA was also nearly abolished in aorta and bladder. Immuno-RNA fluorescence in situ hybridization validated loss of *Tspan2* in vascular smooth muscle cells of HDR and PE2 CArG box mutant mice. Targeted sequencing demonstrated variable frequencies of on-target editing in all PE2 and HDR founders. However, whereas no on-target indels were detected in any of the PE2 founders, all HDR founders showed varying levels of on-target indels. Off-target analysis by targeted sequencing revealed mutations in many HDR founders, but none in PE2 founders.

**Conclusions:**

PE2 directs high-fidelity editing of a single base in a TFBS leading to cell-specific loss in expression of an mRNA/long noncoding RNA gene pair. The PE2 platform expands the genome editing toolbox for modeling and correcting relevant noncoding SNVs in the mouse.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02304-3.

## Background

Proper spatiotemporal control of gene expression requires the RNA polymerase II complex to physically associate with DNA-binding transcription factors and their coregulators over transcription factor binding sites (TFBS) located in the promoter and enhancer region of target genes [1]. Elucidating enhancer function and the role of individual TFBS has informed our understanding of basic mechanisms underlying gene transcription as well as the development of *Cre*/*lox*P mouse models for cell-restricted gene inactivation. Since most sequence variants (e.g., single nucleotide variants or SNVs) associated with human disease occur in noncoding sequence space where TFBS reside [2, 3], understanding the biology of TFBS in orchestrating gene transcription may provide insight into basic mechanisms of disease [4]. Traditionally, TFBS function was studied in in vitro or in vivo reporter assays, outside of their normal genomic context. Notably, few TFBS have been modified in their native genomic milieu of the mouse and nearly all yielded imprecise mutations and genomic scarring (e.g., residual *lox*P sequence) [5–8]. Generating such mouse models with conventional embryonic stem cell targeting is labor-intensive and expensive, and the results can be uncertain given the known redundancies in TFBS utilization for target gene transcription [9].

The repurposing of the bacterial clustered regularly interspaced short palindromic repeats (CRISPR) system as a programmable, RNA-directed DNA endonuclease [10, 11] has greatly simplified and accelerated precision editing of the mouse genome [12–14]. The first generation of CRISPR editing in mice utilized three components: an endonuclease (Cas9); a single-guide RNA (sgRNA) that shepherds Cas9 to the sequence to be edited; and a repair template, generally a single-strand oligodeoxynucleotide (ssODN) engineered to carry small insertions, deletions, or substitutions that are incorporated into the target DNA sequence during homology-directed repair (HDR) of the sgRNA-Cas9 induced double-strand break [15–17]. Three-component CRISPR successfully disrupted TFBS in their native genomic context of mice, revealing insight into target gene expression in an in vivo setting [18–20]. However, HDR-mediated editing is often inefficient, is limited to actively dividing cells, is associated with unwanted collateral indel mutations, and may yield off-targeting events [21]. A second-generation CRISPR platform, called base editing [22], was developed wherein an sgRNA directs a Cas9 nickase fused to a cytidine or adenine deaminase to target DNA for installation of base substitutions without the generation of a double-strand break in DNA or the need of a repair template, thus simplifying delivery and mitigating the proportion of indels. This two-component platform was used to edit separable TFBS in the mouse with no detectable off-targets [23]. However, base editing is currently limited to base transitions and may generate so-called bystander substitutions at neighboring bases within the editing window, thereby complicating the identification of correctly edited TFBS. Recently, a new two-component genome editing platform, called prime editing, was developed wherein a Cas9 nickase fused to an engineered Maloney murine leukemia virus reverse transcriptase can directly copy desired edits to the target DNA sequence from a prime editing guide RNA (pegRNA) [24]. Prime editing installed > 175 different edits, including all possible base substitutions, in various human cell lines with limited off-target events [24]. Thus, in principle, prime editing represents a versatile, precision-guided platform that can potentially correct all SNVs of clinical importance [24]. Prime editing has been reported in plants [25–27], in early-staged mouse embryos [28, 29], and in Drosophila [30]. However, there has yet to be a comparative analysis of prime editing versus CRISPR-mediated HDR editing in mice bred through the germline and analyzed for phenotypes. Here, we sought to test the efficiency of prime editing versus three-component HDR editing at a single TFBS in mice. Results demonstrate high-fidelity in vivo prime editing and an unexpected phenotype in mice carrying a single-base substitution within a TFBS.

## Results

### Three-component HDR editing of a CArG box in the mouse *Tspan2* promoter

The CArG box is a TFBS for serum response factor (SRF), a widely expressed TF that directs disparate programs of gene expression [31]. An SRF-binding CArG box is located 539 base pairs upstream of the major transcription start site of the human *TSPAN2* locus (Additional file 1: Supplementary Fig. 1a). This CArG box is conserved in many mammalian species, including mouse (Additional file 1: Supplementary Fig. 1b). Previous results demonstrated in vitro activity of this CArG box [32]; however, whether this TFBS is necessary for *Tspan2* expression in mice is unknown. To address this question, a sgRNA overlapping the CArG box was designed with the CRISPOR tool [33]. The CArG box sequence (CCW_6_GG) begins and ends with a protospacer adjacent motif (NGG), making this class of TFBS an ideal sequence for HDR-mediated genome editing (Additional file 1: Supplementary Fig. 1b). An ssODN with three nucleotide substitutions expected to disrupt SRF binding to the CArG box was also designed (Fig. 1a). The Cas9 protein, sgRNA, and ssODN were injected into 204 mouse zygotes. Following overnight culture, 143/204 (70%) viable two-cell staged mouse embryos were transferred to 5 recipient females and 37/143 (26%) live-born births were obtained. Allele-specific PCR genotyping revealed 20/37 (54%) founder mice with evidence of correct editing, with 4/20 (20%) showing obvious indels (Additional file 1: Supplementary Fig. 2 and Fig. 1b). Due to the large number of PCR-positive mice, 11/20 founders were selected for on-target and off-target analyses (Additional file 1, Supplementary Fig. 2). The three base pair substitution was validated in a founder mouse by Sanger sequencing (Fig. 1b) and bred for germline transmission of the mutant CArG box. Next, heterozygous F_1_ mice were inter-crossed to generate homozygous *Tspan2* CArG mutant mice (*Tspan2*^*sg/sg*^). Normal Mendelian ratios were observed (12 *Tspan2*^*+/+*^, 27 *Tspan2*^sg/+^, and 15 *Tspan2*^sg/sg^). Several tissues were isolated from each genotype for qRT-PCR analysis. Compared to *Tspan2*^*+/+*^ controls, expression of *Tspan2* mRNA in *Tspan2*^sg/sg^ mice was sharply attenuated in smooth muscle-rich tissues of aorta and bladder (Fig. 1c). An intermediate level of *Tspan2* mRNA was seen in *Tspan2*^sg/+^ mice suggesting bi-allelic expression (Fig. 1c). Although *Tspan2* mRNA in heart and brain is, respectively, similar to or more abundant than *Tspan2* in aorta (Fig. 1d), little change in expression was detected in heart or brain of heterozygous or homozygous CArG mutant mice (Fig. 1c). Repeated attempts to show TSPAN2 protein by Western blotting or immunofluorescence microscopy were unsuccessful. Accordingly, immunofluorescence microscopy of a smooth muscle cell marker (LMOD1) [34] was combined with RNA fluorescence in situ hybridization to confirm loss of *Tspan2* mRNA in smooth muscle cells of the aorta and coronary arteries of the heart (Fig. 2). Collectively, these findings demonstrate the critical role of a single TFBS for cell-specific expression of *Tspan2* in adult mice.

**Fig. 1:**
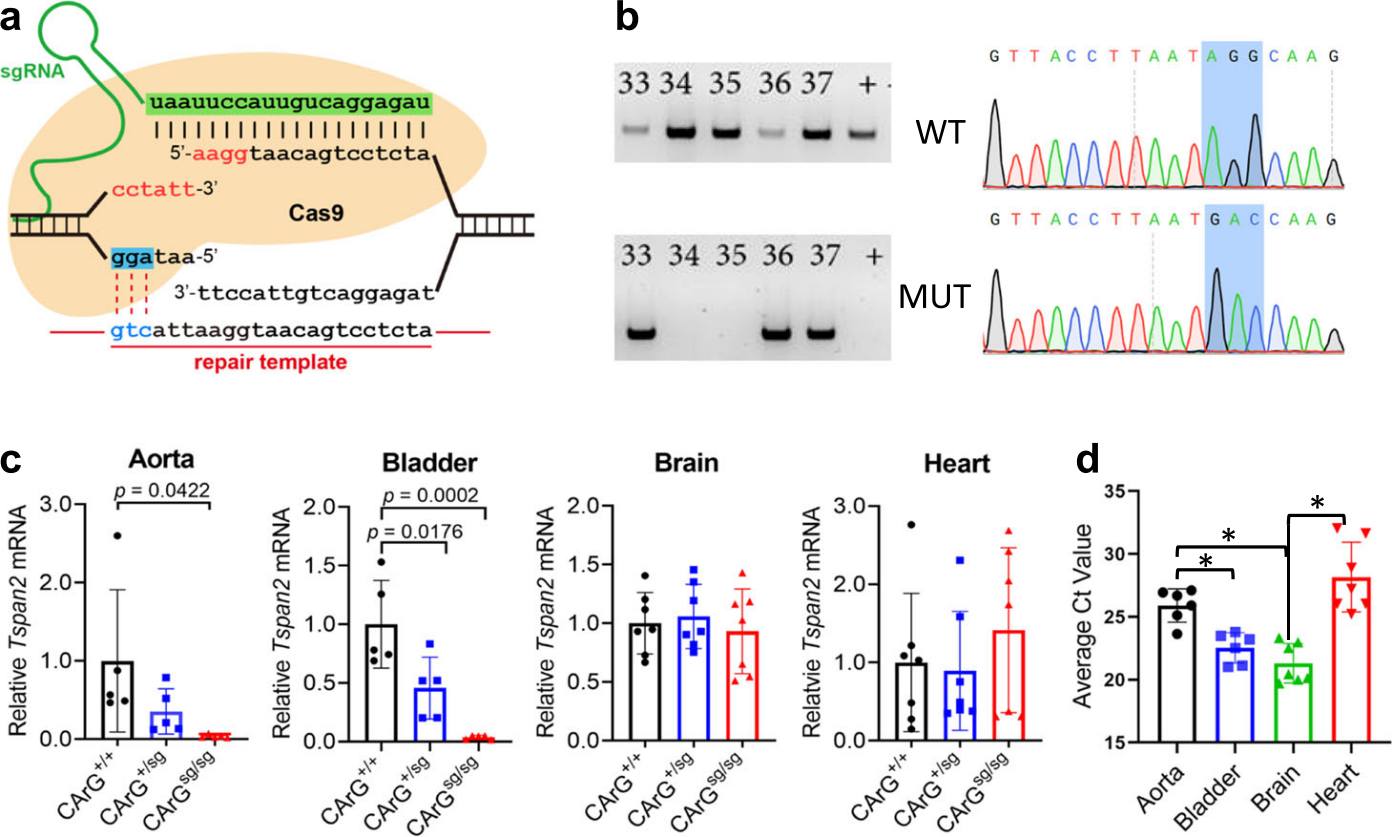
HDR-mediated editing of *Tspan2* CArG box. **a** Targeting strategy with CArG box sequence (red), protospacer sequence (green), PAM sequence (blue shade), and 3 bp substitution (blue) in ssODN repair template. **b** Allele-specific PCR of some founder mice with evidence of wild type (top) or mutant (bottom) edit and corresponding Sanger sequencing of CArG box (shaded). **c** qRT-PCR of *Tspan2* in indicated tissues and genotypes (*n* = 5–7 mice/genotype). Black, blue, and red bars here and below represent relative (wild type set to value of 1) mean *Tspan2* mRNA (± STD) in wild type, heterozygous, and homozygous genotypes, respectively. **d** Average Ct values for indicated tissues (*n* = 6–7 mice/tissue). Asterisks indicate *p* < 0.05. sg, sgRNA edited *Tspan2* CArG box

**Fig. 2:**
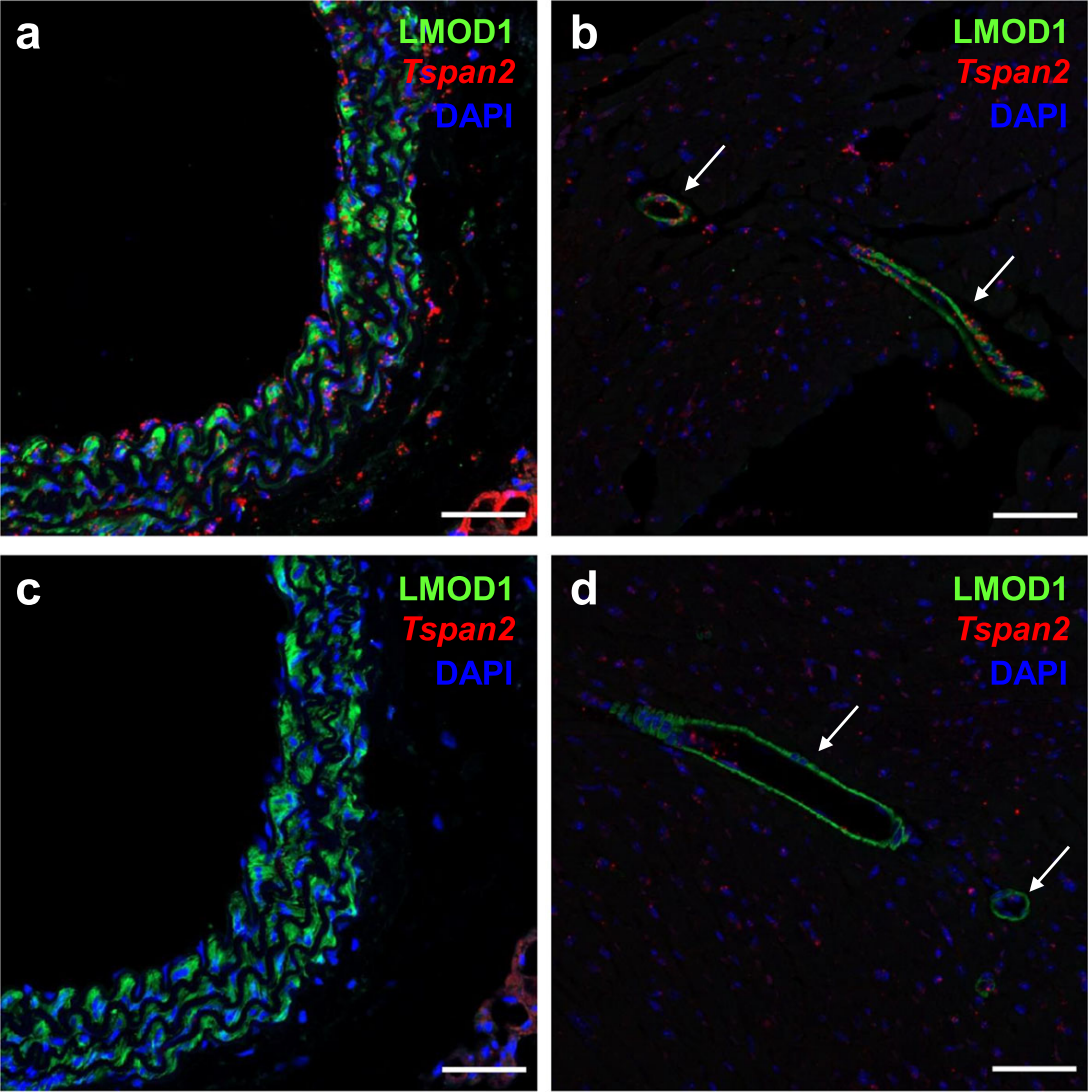
Spatial localization of *Tspan2* mRNA in HDR-edited mouse tissues. Immunofluorescence (LMOD1) and RNA FISH (*Tspan2*) of wild type aorta (**a**) and heart (**b**) versus *Tspan2*^*sg/sg*^ CArG box mutant (HDR) aorta (**c**) and heart (**d**). Arrows point to coronary vessels of the heart. Note decrease in *Tspan2* mRNA (red dots) in vascular smooth muscle cells (labeled green with LMOD1 antibody) of aorta and coronary vessels in CArG box mutants (**c, d**). Scale bars are 50 μm. Representative images from *n* = 3 mice

### Two-component prime editing of a CArG box in the mouse *Tspan2* promoter

Inspired by previous in vitro studies demonstrating an attenuation in SRF binding to CArG boxes carrying single-base pair substitutions [35], we set out to use the recently described prime editing platform [24] to target the same CArG box of the *Tspan2* promoter. Several prime editing (PE) plasmids carrying the Cas9 nickase fused to reverse transcriptase exist, but the PE2 plasmid was selected since this version of prime editor showed low-level indels in cultured cells [24]. Optimal in vitro transcription of pCMV-PE2 [24] was achieved by extending the incubation time to 3 h and treating samples with RNase inhibitors (Additional file 1, Supplementary Fig. 3). A synthetic pegRNA was generated with the following sequence features: the same 20 nucleotide protospacer sequence used for the HDR experiment above followed by the scaffold extended with 10 nucleotides corresponding to the reverse transcriptase template and a 16-nucleotide primer binding site (Fig. 3a). A single-base substitution, a C>G transversion, was engineered at position + 8 of the reverse transcriptase template (Fig. 3a). In vitro-transcribed PE2 mRNA and synthetic pegRNA were injected into 234 mouse zygotes. Following overnight culture, 175/223 (78%) viable two-cell staged embryos were transferred to 5 recipient females and 47/175 (27%) live-born births were obtained. Restriction digestion of a PCR product from each live-born pup revealed 12/47 (26%) founder mice with evidence of correct editing (Additional file 1: Supplementary Fig. 4 and Fig. 3b). Sanger sequencing of a founder mouse showed precise incorporation of the C>G transversion (Fig. 3b). Two of the sequence-confirmed PE2 founders transmitted the edited allele through the germline for heterozygous intercrossing. Normal Mendelian ratios were seen in F_1_ pegRNA mice (12 *Tspan2*^*+/+*^, 24 *Tspan2*^peg/+^, and 10 *Tspan2*^peg/peg^). Remarkably, the expression of *Tspan2* mRNA was virtually abolished in aorta and bladder of *Tspan2*^peg/peg^ adult mice with little change in brain and heart (Fig. 3c). Similar to the *Tspan2*^sg/sg^ mice above, RNA fluorescence in situ hybridization of *Tspan2*^peg/peg^ mice demonstrated loss of *Tspan2* mRNA in smooth muscle cells of blood vessels in brain and heart (Fig. 4). *Tspan2*^sg/sg^ and *Tspan2*^peg/peg^ mice were normal and fertile and showed no evidence of pathology.

**Fig. 3:**
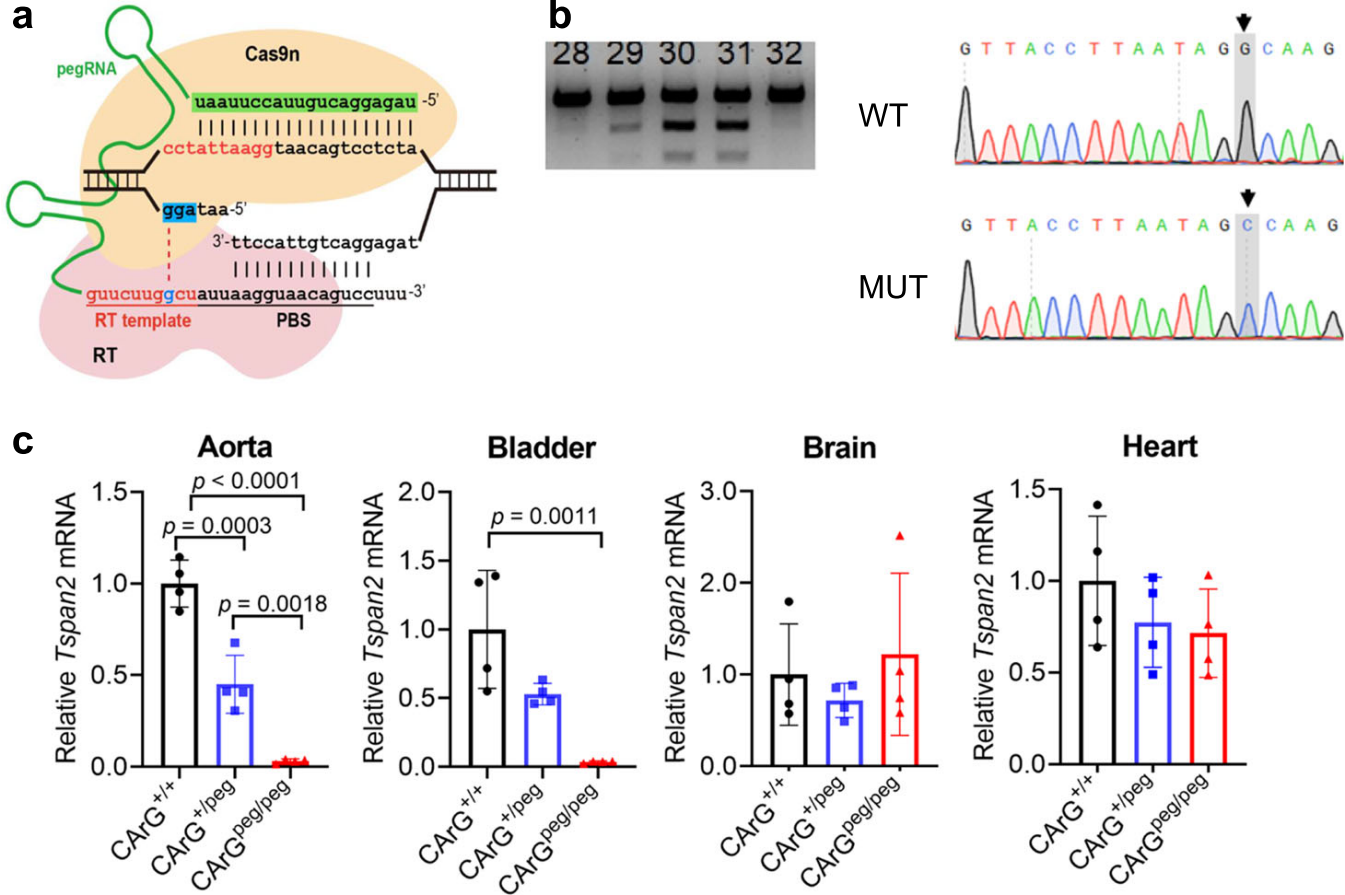
PE2-mediated editing of *Tspan2* CArG box. **a** Targeting strategy with CArG box in red sequence, protospacer in green sequence, PAM in blue shaded sequence, and 1 bp substitution within RT template in blue. **b** Representative genotyping of several founders with correct installation of 1 bp transversion (left) and Sanger sequencing of CArG box showing correct edit in a mutant founder (right, shaded). **c** qRT-PCR of *Tspan2* mRNA in indicated tissues and genotypes (*n* = 4 mice per genotype). peg, pegRNA edited mouse; RT, reverse transcriptase; PBS, primer binding site

**Fig. 4:**
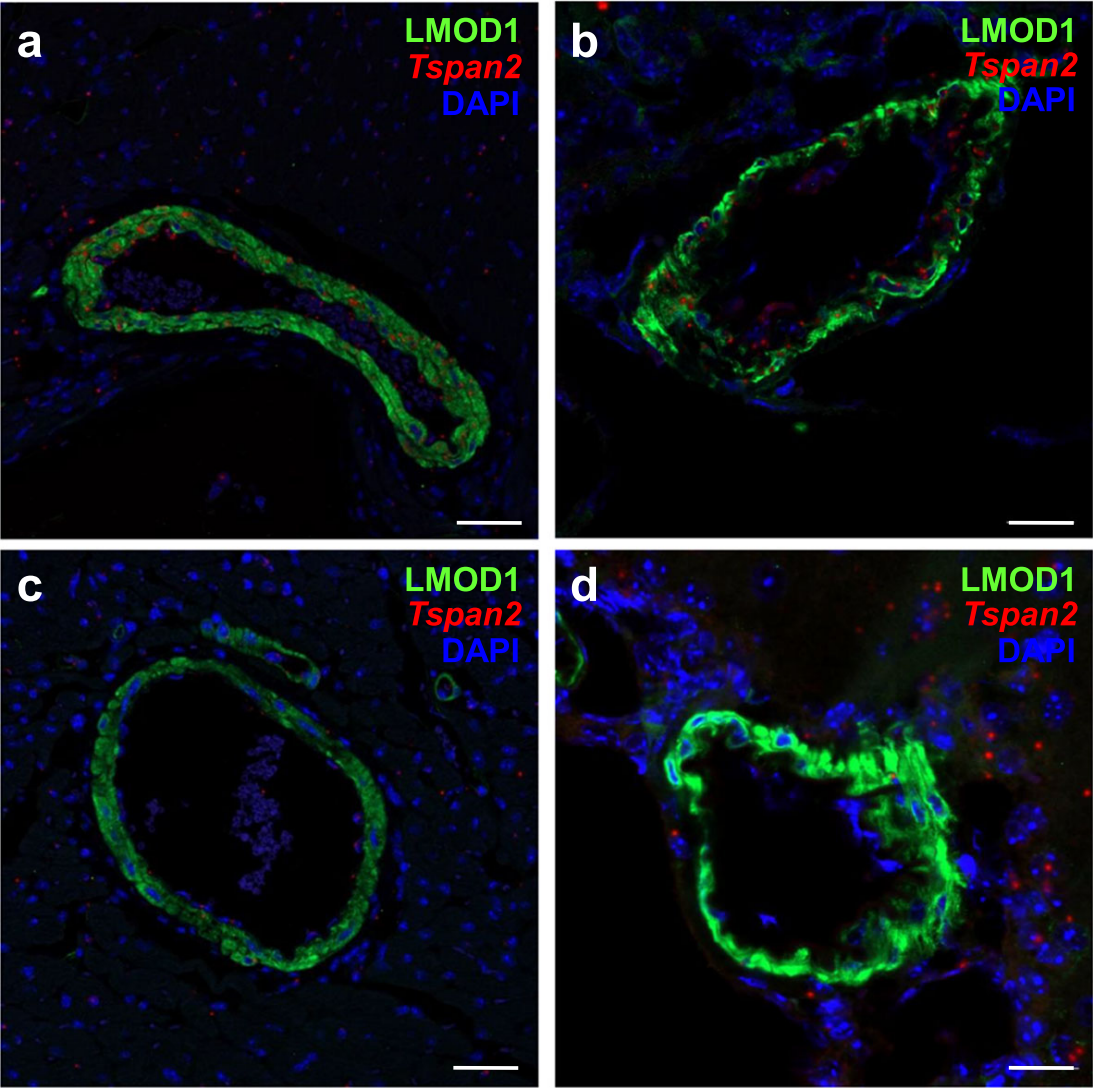
Spatial localization of *Tspan2* mRNA in PE2-edited mouse tissues. Immunofluorescence (LMOD1) and RNA FISH (*Tspan2*) of blood vessels in wild type heart (**a**) and brain (**b**) versus *Tspan2*^*peg/peg*^ CArG box mutant heart (**c**) and brain (**d**). The *Tspan2* mRNA is indicated by the red dots in vascular smooth muscle cells (labeled green with LMOD1 antibody) of wild type blood vessels (**a, b**), but is nearly absent in CArG mutant vessels (**c, d**). Scale bars are 50 μm. Representative images from *n* = 2 mice

An antisense long noncoding RNA (LncRNA), called *Tspan2os*, overlaps the *Tspan2* locus in the mouse genome (Fig. 5a). The transcription start site of *Tspan2os* is located 648 base pairs downstream of the *Tspan2* start site, and the putative promoter of *Tspan2os* is ~ 900 base pairs 5′ of the CArG box (Fig. 5a). Given such close proximity, we surmised that expression of *Tspan2os* would be similarly dependent on the targeted CArG box. Indeed, qRT-PCR revealed near abrogation of *Tspan2os* RNA in aorta and bladder of mice homozygous for the C>G transversion (Fig. 5b). Taken together, these findings demonstrate an essential role of a single base within a TFBS in co-regulating an mRNA-LncRNA antisense gene pair.

**Fig. 5:**
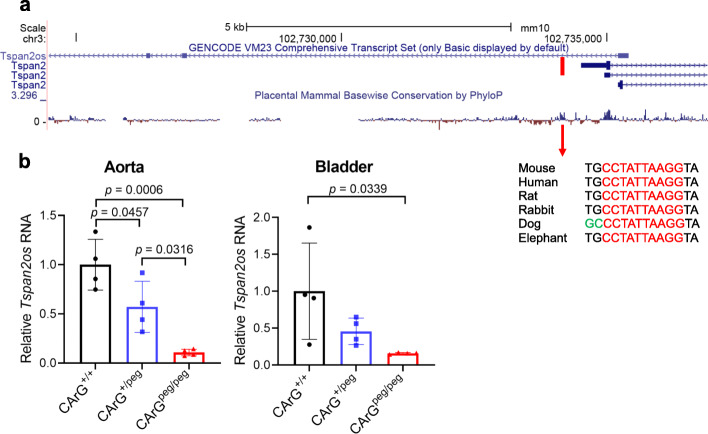
Mouse *Tspan2* and *Tspan2os* loci. **a** UCSC Genome Browser screenshot of the 5′ mouse *Tspan2* locus and overlapping, divergently transcribed lncRNA, *Tspan2os*. The sequence of the CArG box shown here is the complement of that shown in Supplementary Fig. 1 due to direction of transcription in mouse versus human *Tspan2*. Note the CArG box falls within a high degree of mammalian conservation (red arrow). **b** qRT-PCR of *Tspan2os* RNA in aorta and bladder of indicated PE2-mediated genotypes. *n* = 4 aortae for each genotype

### On-target editing fidelity in HDR versus prime edited founder mice

Genome editing with wild type Cas9 can elicit undesired editing outcomes such as indels among a large fraction of edited cells [36]. On the other hand, prime editing, particularly with the single-nick PE2 system, yields a much higher purity of edited products [24]. Accordingly, targeted sequencing analysis on genomic DNA derived from the spleen of 11 HDR and 12 PE2 founder mice was performed to evaluate the fidelity of on-target editing. The mean percentage of sequencing reads with correct on-target editing was 55.65% (range 1.67–95.56%) for HDR founder mice (Fig. 6a) versus 20.74% (range 2.66–50.94%) for PE2 founder mice (Fig. 6b; Additional file 1: Supplementary Fig. 5). Despite a significantly higher frequency of on-target editing, all of the HDR founders showed undesired indels (mean of 40.11%, range 0.91–93.91%) (Fig. 6a). In contrast, none of the PE2 founders displayed indels above background at the on-target editing site (Fig. 6b). CRISPResso analysis further documented the frequency of indels in each of the founder mice (Fig. 6c, d). These results demonstrate precise PE2-mediated on-target editing, with no spurious indels, in the C>G transversion of the *Tspan2*/*Tspan2os* CArG box.

**Fig. 6:**
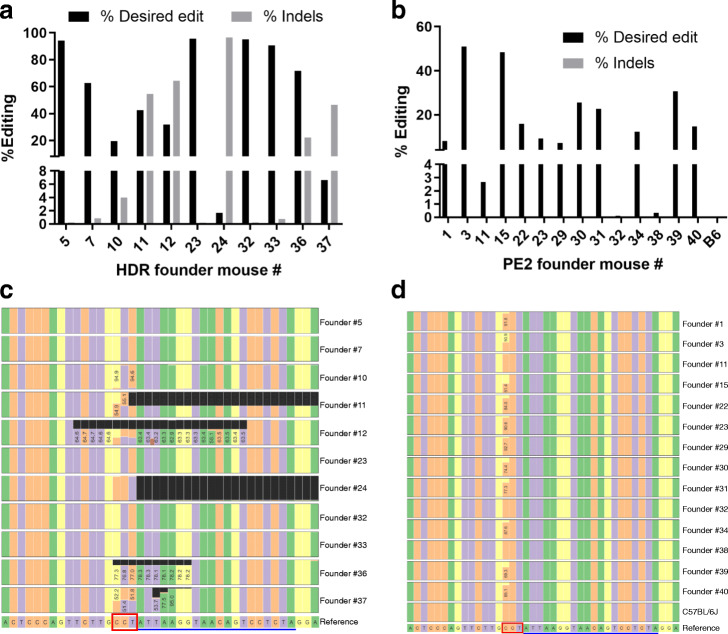
On-target sequence fidelity at the *Tspan2* CArG box. Percent editing across HDR (**a**) and PE2 (**b**) founder mice. CRISPResso sequence output for individual founders from sgRNA (**c**) and pegRNA (**d**) study. Protospacer (blue line) and PAM (red box) are indicated as are numbers indicating frequency of correct edits. Black boxes in panel **c** indicate deletions. Please note, a 150 bp deletion could not be aligned in CRISPResso for HDR founders 7, 10, and 33, but is included in the quantitative data of panel **a**. PE2 founders 32 and 38 represent littermate controls that did not exhibit on-target editing

### Off-target editing in HDR versus prime edited founder mice

There are > 1200 permutations of the CArG box across mammalian genomes [37]. Because the *Tspan2*/*Tspan2os* CArG box encompasses the PAM and PAM proximal protospacer sequence, we considered the possibility of inadvertent targeting of other CArG boxes by either HDR- or PE2-mediated editing and, if present near a target gene, reduced gene expression as shown here for the *Tspan2/Tspan2os* gene pair. CRISPOR analysis of the protospacer sequence targeting the CArG box revealed specificity scores of 80 (MIT) and 93 (CFD) and 0, 1, 0, 12, and 68 predicted off-targets with 0, 1, 2, 3, or 4 mismatches, respectively (Additional file 1, Supplementary Fig. 6). Of the 53/81 (65%) CRISPOR predicted off-targets harboring a potential SRF-binding CArG box, only 7/53 (13%) are located within four kilobases of the transcription start site where all known functional CArG boxes reside (Additional file 2: Table S1) [37]. To address whether the CArG box edits had distal effects on gene expression or off-targeting events that did not segregate upon breeding leading to local gene repression similar to *Tspan2/Tspan2os*, bulk RNA-seq analysis was carried out on aortae from *Tspan2*^*+/+*^ versus either *Tspan2*^*sg/sg*^ or *Tspan2*^*peg/peg*^ mice [38]. 

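Bulk RNA-seq measured the polyadenylated transcripts of single mouse aortae that had been cleaned of the surrounding tissue. In the HDR mice, Cas9, an sgRNA and a single-stranded repair template had replaced adjacent bases of the CArG box, the sequence in the *Tspan2* promoter that is bound by serum response factor (SRF). In the PE2 mice, prime editor 2, a Cas9 nickase fused to a reverse transcriptase that copies the edit from the pegRNA, had changed a C to a G in the same box. The HDR count table held 5 wild-type and 5 *Tspan2* sg/sg libraries, and the PE2 table held 4 wild-type and 4 *Tspan2* peg/peg libraries. The legend of Fig. 7 gives 4 aortae per genotype. The paper's text does not name which HDR aortae these were, so all 5 per genotype were used. The sample labels give an age of 12 weeks for the HDR mice, with 3 females and 2 males per genotype. For the PE2 mice they give an age of 8 weeks, with 3 females and 1 male (replicate 4) of the wild type and 4 *Tspan2* peg/peg females. The labels list a C57BL/6 strain for the HDR mice and a mixed FVB/N and B6(Cg)-Tyrc-2J/J strain for the PE2 mice, while the methods derive both sets of founders from the same cross and breed them to C57BL/6J. The HDR columns are numbered WT_2 to WT_6 and Mut_2 to Mut_6. These names give the genotype, but their numbers are not those of the labels, so the labels give no single HDR library a sex or partner. The authors trimmed the reads with fastp, aligned them to GRCm38 with STAR and the Gencode M22 annotation, counted them per gene with featureCounts and compared genotypes with DESeq2. The labels name another library kit and a longer read than the methods do, and neither states the strand setting of the counting, which matters for genes that overlap on opposite strands. The deposited counts were not normalized. A second deposited table held each count divided by 1 size factor per library. Between 19588134 and 24880385 reads per library were counted on genes in the HDR wild type (median 20875437), and between 17290992 and 21302100 in *Tspan2* sg/sg aortae (median 19974776). The PE2 libraries were deeper, with 38820265 to 44895615 counts in the wild type (median 40994150) and 39434819 to 42802287 in *Tspan2* peg/peg aortae (median 40904745). Each experiment was tested on its own counts, with edgeR's TMM normalization and its default filter on low counts. Values below are TMM-normalized CPM, counts scaled to a common library size, and errors are SD over libraries unless a standard error is named.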

No distal effect on gene expression was evident (Fig. 7) nor were decreases in expression of genes adjacent to the 81 CRISPOR predicted off-targets (Additional file 2: Table S1). Moreover, the only target genes significantly reduced in HDR (*Tspan2*^*sg*/sg^) and PE2 (*Tspan2*^*peg/peg*^) mice were *Tspan2* and *Tspan2os*, both of which showed ~ 90% decrease versus *Tspan2*^*+/+*^ aorta (Fig. 3c and Fig. 5b). 

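Of the 55453 gene symbols in each table, 16423 passed the filter on low counts in the HDR experiment and 16401 in the PE2 experiment, and they held 99.8% and 99.9% of all counts. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 gene at an adjusted p under 0.05 in each experiment, and in both it was *Tspan2*. At an unadjusted p under 0.05 there were 325 HDR genes (58 higher and 267 lower in the mutant), where the threshold alone would give 821, and 706 PE2 genes (498 higher and 208 lower), where it would give 820. The counts moved with the test. DESeq2's Wald test, an alternative fixed in advance except that it was settled to give it the whole table after its counts on smaller sets of genes had been seen, called 4 HDR genes, with *Tspan2* and *Slc2a5* (named after its values were seen) lower and *Atp2a1* and *Myh4* higher, and 33 PE2 genes, of which 23 were higher and 10 lower. Of those 33 genes, 30 had an unadjusted p under 0.05 in edgeR's test, and the others had too few counts to be tested by it. The PE2 call of *Tspan2* by edgeR was lost without any 1 library other than *peg/peg* replicate 3, whichever genotype it came from. Each such fit has fewer residual degrees of freedom, and the log2 fold change of *Tspan2* stayed between -3.60 and -3.28. Without wild-type replicate 1, 2 or 4, or without *peg/peg* replicate 1, 2 or 4, edgeR called 0 genes, with between 295 and 1555 at an unadjusted p under 0.05. Without wild-type replicate 3 it called 1 gene, *Gm3608*, and without *peg/peg* replicate 3 it called 2, *Tspan2* and *Gm6682*; *Gm3608* and *Gm6682* are named after their values were seen.

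The 81 CRISPOR sites of Table S1 name 133 genes other than *Tspan2*, and 131 of these are in the count tables. In the HDR experiment 50 of them were tested, 49 had too few counts and 32 had none. In the PE2 experiment 56 were tested, 18 had too few counts and 57 had none. edgeR called 0 of them lower and 0 in either direction, the count adjusted over the list alone was 0, and DESeq2 called 0. At an unadjusted p under 0.05, 4 were lower and 0 higher in *Tspan2* sg/sg aortae, and 0 were lower and 4 higher in *Tspan2* peg/peg aortae. The threshold alone would give 2.5 and 2.8. The smallest unadjusted p in the HDR list was that of *Mctp1*, named after its value was seen, with a log2 fold change of -0.45 (standard error 0.19). Over the tested genes, the median log2 fold change was 0.03 in the HDR and 0.21 in the PE2 experiment. The median standard error was 0.17 and 0.24, so a decrease of the size of that error in a single gene was not detectable. Larger decreases could also go uncalled. *Hist2h2be*, a gene outside this list, changed by -1.02 (standard error 0.22) in PE2 aortae, and edgeR's test over all genes did not call it (adjusted p = 0.861). A count of 0 therefore does not exclude a decrease of that size in the PE2 experiment. Another fit gave other calls. DESeq2 with the main axis of variation within genotypes as a covariate, a fit chosen after the data were seen, called *Ccdc3* (log2 fold change -0.87, standard error 0.18, adjusted p = 0.000184) and *Gk* (log2 fold change -1.03, standard error 0.22, adjusted p = 0.000281) lower in *Tspan2* peg/peg aortae. Neither of the lower genes had an unadjusted p under 0.05 in edgeR's test without that covariate. With it, edgeR called 0 genes of the off-target lists. The DESeq2 fit called 772 PE2 genes in all, 411 of them lower, on an axis set by *peg/peg* replicate 3. On simulated counts 43.1% of the calls of such a fit were false. The paper considers the possibility that an unintended edit of another CArG box which stayed in the line reduced a gene near it as at *Tspan2* and *Tspan2os*, and from the aorta comparisons it concludes that no distal effect and no decrease beside the predicted sites was evident.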

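*Tspan2* (ENSMUSG00000027858) lies on the forward strand of chromosome 3 of GRCm38, from 102734529 to 102801513, and encodes a protein. The sgRNA and the spacer of the pegRNA match TAGAGGACTGTTACCTTAATAGG, protospacer and PAM, on the reverse strand from 102734427 to 102734449. This stretch is in the promoter, upstream of the first exon of *Tspan2*, and the CArG box is listed at -105 bp from the transcription start site. It also falls in an intron of *Tspan2os* (ENSMUSG00000086745), an antisense gene on the reverse strand from 102720231 to 102735417. *Tspan2* was at 209 ± 60.1 CPM in HDR wild-type aortae and 24.9 ± 8.12 CPM in *Tspan2* sg/sg aortae (SD, n = 5 each), 88.1% lower in the mean and between 82.5% and 92.4% lower in the single mutant libraries. The single libraries were at 112 (WT_2), 209 (WT_3), 265 (WT_4), 253 (WT_5) and 205 CPM (WT_6) in the wild type, and at 20.4 (Mut_2), 22.1 (Mut_3), 16.0 (Mut_4), 29.3 (Mut_5) and 36.6 CPM (Mut_6) in the mutant. The log2 fold change was -3.07 (standard error 0.27, adjusted p = 0.00226 from edgeR's quasi-likelihood test). In the PE2 experiment *Tspan2* was at 218 ± 45.0 CPM in wild-type and 20.0 ± 6.74 CPM in *Tspan2* peg/peg aortae (SD, n = 4 each). This was 90.9% lower in the mean and between 88.3% and 94.5% lower in the single mutant libraries, a log2 fold change of -3.45 (standard error 0.29, adjusted p = 0.0292 from the same test). Every mutant library lay below every wild-type library of its experiment. The exact two-sided permutation test gave p = 0.00794 for the 5 HDR libraries against 5 and p = 0.0286 for the 4 PE2 libraries against 4, the smallest that each design allows. With each HDR library left out in turn the log2 fold change stayed between -3.24 and -2.95 and the adjusted p between 0.000379 and 0.0216. In the PE2 experiment it stayed between -3.60 and -3.28, but the adjusted p passed 0.05 only without *peg/peg* replicate 3 (0.00524). It was 0.140, 0.112, 0.0604 and 0.128 without wild-type replicates 1, 2, 3 and 4. Without *peg/peg* replicates 1, 2 and 4 it was 0.143, 0.132 and 0.224, all by edgeR. DESeq2's Wald test called *Tspan2* in the PE2 experiment on all libraries (adjusted p = 1.15e-27). It also did so in 8 of 8 fits with a library left out (adjusted p up to 2.85e-20). The difference between the HDR and PE2 log2 fold changes was 0.41 (standard error 0.39, adjusted p = 1.00 in edgeR's interaction test over all 18 libraries).

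*Tspan2os* was close to the limit of detection and was not tested under the filter on low counts. Its counts summed to 6 in the HDR wild type and 1 in *Tspan2* sg/sg aortae, and to 17 in the PE2 wild type and 3 in *Tspan2* peg/peg aortae. The ratio of mutant to wild type, corrected for library totals, was 0.187 (95% exact Clopper-Pearson interval 0.00406 to 1.54) in the HDR and 0.178 (0.0335 to 0.616) in the PE2 experiment. These intervals cover counting error only. Over libraries, the exact two-sided permutation p was 0.167 in the HDR and 0.0571 in the PE2 experiment, so the decrease was not resolved from the spread between replicates. DESeq2, which applied no such filter, gave log2 fold changes of -1.95 (standard error 1.94, adjusted p = 0.992) and -2.49 (standard error 1.27, with no adjusted p). Because *Tspan2os* overlaps the start of *Tspan2* on the other strand, its counts depend on whether strand was used in counting.

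**Figure D1:**
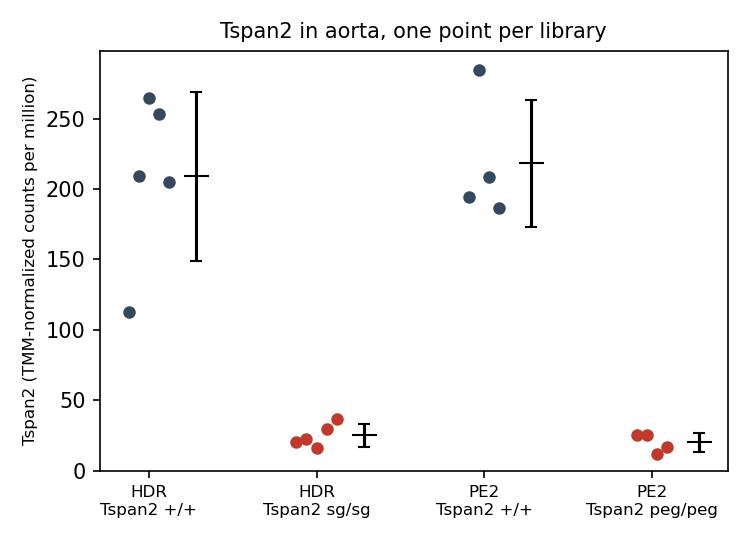
TMM-normalized CPM of *Tspan2* in each aorta library, by experiment and genotype. Points are libraries (5 per HDR group, 4 per PE2 group), horizontal ticks are means and vertical bars are SD. Wild-type libraries lie between 112 and 284 CPM and mutant libraries between 11.9 and 36.6 CPM.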

Several significantly changed genes in *Tspan2*^*sg*/sg^ or *Tspan2*^*peg/peg*^ mice harbor proximal CArG boxes that were not identified by CRISPOR; however, only one of these (*Hist2h2be*) was downregulated in mutant aorta (Additional file 3: Table S2). 

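*Hist2h2be* (ENSMUSG00000068854) lies on chromosome 3 of GRCm38 from 96221119 to 96223738, 6.51 Mb from the *Tspan2* CArG box. It encodes a histone, and reads shared with near-identical histone genes would be split or lost in the authors' counting, so its level is uncertain. In PE2 aortae it was at 22.4 ± 2.35 CPM in the wild type and 11.0 ± 3.66 CPM in *Tspan2* peg/peg (SD, n = 4 each), and all mutant libraries lay below all wild-type libraries (exact two-sided permutation p = 0.0286). The log2 fold change was -1.02 (standard error 0.22), which edgeR's quasi-likelihood test did not call (adjusted p = 0.861) and DESeq2's Wald test did (adjusted p = 0.0332). Without single libraries DESeq2 lost the call in 6 of 8 fits, with an adjusted p of 0.0770, 0.274, 0.382 and 0.178 without wild-type replicates 1, 2, 3 and 4 and of 0.182 and 0.0803 without *peg/peg* replicates 1 and 4. Over all alternatives fixed in advance, for either tool and with libraries left out, the adjusted p ran from 3.37e-09 to 0.993. With single libraries left out, edgeR's log2 fold change lay between -1.28, without *peg/peg* replicate 2, and -0.90, without *peg/peg* replicate 3. In HDR aortae *Hist2h2be* was at 15.6 ± 1.07 CPM in the wild type and 16.7 ± 1.51 CPM in *Tspan2* sg/sg (SD, n = 5 each; exact two-sided permutation p = 0.198), a log2 fold change of 0.10 (standard error 0.10). The difference between the HDR and PE2 changes was 1.15 on the log2 scale (standard error 0.22, adjusted p = 0.436 from edgeR's interaction test). Around it on chromosome 3, more PE2 genes than elsewhere in the genome passed an unadjusted threshold, in both directions.

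Table S2 marks 6 changed genes other than *Tspan2* with a CArG box, *Neb* and *Pvalb* in the HDR experiment and *Hist1h2al*, *Csrp3*, *Depp1* and *Hist2h2be* in the PE2 experiment. *Neb* rose from 5.89 ± 0.825 to 11.0 ± 3.35 CPM in *Tspan2* sg/sg aortae, with a log2 fold change of 0.90 (standard error 0.21), and DESeq2 did not call it (adjusted p = 0.209). *Pvalb* held 4 counts in the HDR wild type and 129 in *Tspan2* sg/sg, 76.7% of the mutant group's CPM in 1 library. *Depp1* rose from 9.78 ± 1.47 to 23.1 ± 9.30 CPM in *Tspan2* peg/peg aortae (log2 fold change 1.24, standard error 0.27) and *Hist1h2al* from 0.0394 ± 0.0631 to 1.35 ± 0.437 CPM (7 and 224 counts). *Csrp3* held 8 and 204 counts, 70.0% of the mutant group's CPM in 1 library. DESeq2 called *Depp1*, *Hist1h2al* and *Csrp3* higher, and edgeR called 0 of the 6 at an adjusted p under 0.05. *Pvalb* in the HDR and *Csrp3* in the PE2 experiment had too few counts for its test, and the other 4 had an unadjusted p under 0.05.

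**Figure D2:**
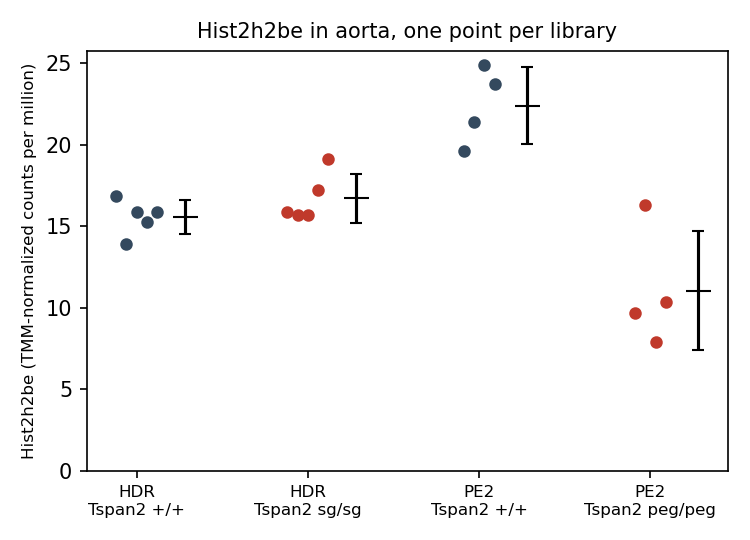
TMM-normalized CPM of *Hist2h2be* in each aorta library, by experiment and genotype. Points are libraries, horizontal ticks are means and vertical bars are SD; PE2 mutant libraries lie between 7.86 and 16.3 CPM, below the PE2 wild type at 19.6 to 24.9 CPM, and the HDR groups overlap.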

Of note, the two conserved CArG boxes and flanking sequence of *Hist2h2be* have 13 and 17 mismatches with the protospacer, making them unlikely targets for the sgRNA or pegRNA.

**Fig. 7:**
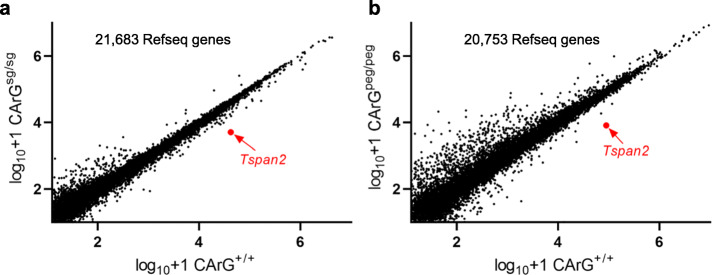
Bulk RNA-seq of aortae from HDR and PE2-edited mice. Scatter plots between **a** HDR (sgRNA) and **b** PE2 (pegRNA) mice. The position of differential *Tspan2* normalized reads is indicated in red. There was no overlap in genes up- or downregulated between the HDR and PE2 scatter plots. Many of the upregulated transcripts, particularly in the pegRNA experiment, are due to large deviations in reads among single replicates. For a listing of the significantly regulated genes, please see Supplementary Table S2. *n* = 4 aortae for each genotype

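Of the genes tested, 14761 were tested in both experiments. Both edgeR's and DESeq2's calls shared 1 gene, *Tspan2*, lower in both mutants, and the lists of Table S2 likewise share *Tspan2* alone. With edgeR's adjusted p for the call, the overlap went to 0 in the absence of any 1 PE2 library other than *peg/peg* replicate 3, that is without wild-type replicate 1, 2, 3 or 4 or *peg/peg* replicate 1, 2 or 4, because *Tspan2* was then no longer called by edgeR in the PE2 experiment. At an unadjusted p under 0.05 in both experiments there were 37 genes, where 12.6 would be shared if the experiments were independent, a description only because genes are not independent replicates. Only 2 of them moved in the same direction, 1 lower and 1 higher, and 35 moved in opposite directions. A test of the difference itself, edgeR's interaction of genotype and experiment, covered 18094 genes. It called 0 of them at an adjusted p under 0.05, with 929 at an unadjusted p under 0.05 and a smallest adjusted p of 0.145. No other tool was run for that interaction. With single libraries left out it called 1 gene without PE2 wild-type replicate 1, 4 without *peg/peg* replicate 2 and 2 without *peg/peg* replicate 4.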

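Table S2 lists 8 higher and 9 lower genes for the HDR experiment and 23 higher and 10 lower genes for the PE2 experiment, numbers that are the paper's. The share of a mutant group's CPM held by its highest library was computed for each of them. For the higher HDR genes its median was 58.8%, where an even share would be 20%, and it exceeded 50% in 5 of 8 genes: *Gm10719*, *Gm10720* and *Gm10722* in Mut_2, and *Myh4* and *Pvalb* in Mut_5. The 3 *Gm* genes are neighbours on chromosome 9 that rise in the same library, and reads shared among them make their levels uncertain. For the higher PE2 genes the median was 38.9%, where an even share would be 25%, and it exceeded 50% in 4 of 23 genes: *Csrp3* and *Hspa1b* in *peg/peg* replicate 2, and *Tenm2* and *Tent5b* in *peg/peg* replicate 3. Among the lower genes, 0 of 9 HDR and 1 of 10 PE2 genes (*Rag1*) exceeded 50%. edgeR called 0 of the higher genes. It tested 22 of the 23 PE2 genes and 7 of the 8 HDR genes, and 22 and 4 of these had an unadjusted p under 0.05. Leaving out the highest mutant library was therefore tested on the calls of DESeq2's Wald test. Of the 23 higher PE2 genes, 6 lost the call without that library (26.1%): *Csrp3*, *Tenm2*, *Gm12892*, *A930005H10Rik*, *Tent5b* and *Fosl2*. These and the 3 *Gm* genes of chromosome 9 were named after their values were seen, apart from *Csrp3*. Without another mutant library instead, the call was lost in 11 of 68 fits (16.2%). Of the 10 lower PE2 genes, 1 lost the call without the highest mutant library, and 15 of 30 fits lost it without another. Of the 2 higher HDR genes that DESeq2 called, *Atp2a1* lost the call without its highest library. All mutant libraries lay above all wild-type libraries in 4 of the 8 higher HDR genes, where chance gives 0.794% of genes (either direction), and in 20 of the 23 higher PE2 genes, where chance gives 2.86%; the genes were picked on these samples, so a high share was built in.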

To assess off-targeting events in HDR versus PE2 edited mice with a sensitive, unbiased genome-wide method, the recently described *c*ircularization for *h*igh-throughput *a*nalysis of *n*uclease *g*enome-wide *e*ffects by *seq*uencing (CHANGE-seq) was utilized with wild type Cas9 nuclease [39]. CHANGE-seq revealed 105 and 188 predicted off-targets for Cas9 complexed with pegRNA or sgRNA, respectively (Fig. 8a). 21/81 (26%) CRISPOR predicted off-targets overlapped with those derived from CHANGE-seq, and of the CHANGE-seq off-targets overlapping in both sgRNA and pegRNA samples (Fig. 8b), only 2/49 (4%) were found in the CRISPOR pool. Next, each of the HDR and pegRNA founder mice was interrogated for evidence of unintended off-target mutations at a total of 244 target sites predicted with CHANGE-seq and in 13 CasOFFinder [40] sites using rhAmpSeq, an approach previously validated for concordance with standard targeted sequencing [39]. Off-target mutations were observed at relatively high frequencies of approximately 5.5 to 60.2% across five sites in 5/11 HDR founder mice (Fig. 8c, right and Fig. 8d and Additional files 4 and 5: Tables S3 and S4). In contrast, no detectable off-target mutations with frequencies above background were seen in pegRNA founders (Fig. 8c, left and Fig. 8e and Additional files 4 and 5: Tables S3 and S4). Further, no mutations above background were observed in control mice from the same colony.

**Fig. 8:**
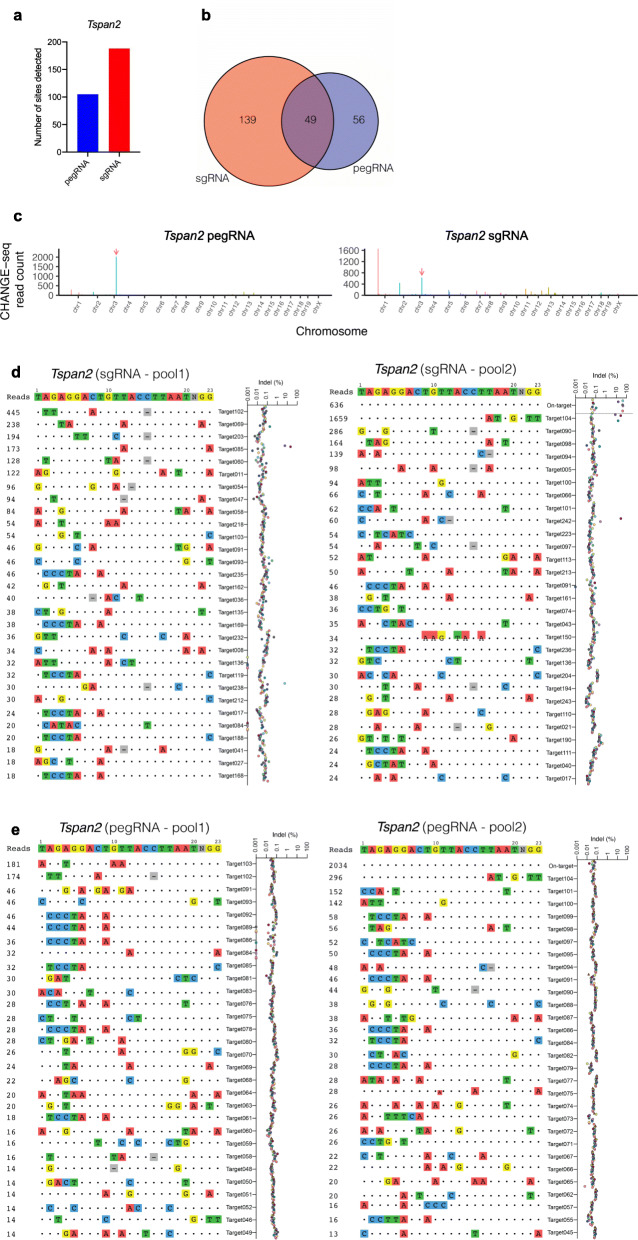
Genome-wide off-target analysis of HDR and PE2 edited founder mice. **a** Bar plot of number of CHANGE-seq sites detected using Cas9 WT and synthetic sgRNA or pegRNA targeting *Tspan*2, on WT genomic DNA from same strain of mice used in HDR and PE2 editing experiments. **b** Venn diagram depicting common predicted off-target sites for sgRNA (orange) and pegRNA (blue) groups. **c** Manhattan plots of CHANGE-seq detected on- and off-target sites organized by chromosomal position, for sgRNA and pegRNA, with bar heights representing CHANGE-seq read count. Arrow indicates the on-target site. **d, e** Indel frequencies evaluated by rhAmpSeq at on- and off-target sites detected by CHANGE-seq for sgRNA founders (**d**) and for pegRNA founders (**e**)

We next analyzed whether any of the 244 CHANGE-seq sites contain a CArG box. There are 66/105 (63%) and 109/188 (58%) CArG boxes in the pegRNA and sgRNA CHANGE-seq candidate off-target sites, respectively. The vast majority of these sites (171/175 or 98%) are distal (> 4 kb) from any annotated transcript. Nevertheless, we assessed whether the nearest transcription unit in these distal sites exhibited changes in bulk RNA-seq of aorta; none showed a significant decrease in expression (Additional files 6 and 7: Tables S5 and S6). 

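CHANGE-seq cleaves purified genomic DNA with Cas9 and a guide and sequences the cleaved ends, and the nearest genes of its sites were looked up in the aorta counts. Table S5 holds 187 sites of the sgRNA, 109 of them with a nearest gene named for their CArG box, and Table S6 holds 105 sites of the pegRNA, 66 of them with one. These name 106 genes for the sgRNA and 62 for the pegRNA other than *Tspan2*, of which 98 and 56 are in the count tables. In the HDR experiment 42 of the sgRNA genes were tested, while 39 had too few counts and 17 none. In the PE2 experiment 23 of the pegRNA genes were tested, while 7 had too few counts and 26 none. edgeR's quasi-likelihood test called 0 genes of either list lower and 0 in either direction, the counts adjusted over the list alone were 0, and DESeq2 called 0. At an unadjusted p under 0.05, 0 sgRNA genes were lower and 0 higher, where the threshold alone would give 2.1. Among pegRNA genes 0 were lower and 4 higher, where it would give 1.15. These were *St8sia2*, *Pde4d*, *Sdk1* and *Ccdc88a*, named after their values were seen. The largest decrease among tested genes was a log2 fold change of -0.41 in the sgRNA list and -0.82 in the pegRNA list, and the median standard errors were 0.14 and 0.25. The median log2 fold changes were 0.02 and 0.07. For genes with few or no counts in aorta a decrease could not be detected. Under DESeq2 with the main axis of variation as a covariate, chosen after the data were seen, 0 genes of either list were lower, and *Jmy*, *Sdk1* and *St8sia2* of the pegRNA list were called higher.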

Only 4/175 (2%) CHANGE-seq targets have a CArG box in close proximity to the transcription start site, but none showed any change in bulk RNA-seq of aorta (Additional files 6 and 7: Tables S5 and S6). 

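Tables S5 and S6 place a CArG box within 4 kb of a start site, apart from the target itself, at 4 sgRNA sites, and the pegRNA sites near *Gm12162* and *Mplkip* are the same as in the sgRNA list. On chromosome 11 of GRCm38, the site TAGTAGACTGTAACCTTAATTAG lies from 45467900 to 45467922, with the CArG box at 609 bp from the start site of *Gm12162*, which had no counts in any library. The site AAAAGGATTAGTTACCTTAATTGG lies on the same chromosome from 51909991 to 51910014, with the box at -366 bp from the start site of *Gm39822*. That gene was at 0.898 ± 0.356 CPM in HDR wild-type and 1.31 ± 0.195 CPM in *Tspan2* sg/sg aortae (SD, n = 5 each; exact two-sided permutation p = 0.0556), a log2 fold change of 0.54 (standard error 0.30) that edgeR did not call. The site AAGTGGACTAATACCTTAATGGG lies on chromosome 13 from 17697935 to 17697957, with the box at 2450 bp from the start site of *Mplkip*. *Mplkip* was at 15.8 ± 1.25 and 15.6 ± 3.18 CPM in HDR wild-type and *Tspan2* sg/sg aortae (SD, n = 5 each; exact two-sided permutation p = 0.905; log2 fold change -0.02, standard error 0.14). It was at 11.2 ± 0.990 and 10.6 ± 2.41 CPM in PE2 wild-type and *Tspan2* peg/peg aortae (SD, n = 4 each; exact two-sided permutation p = 0.686; log2 fold change -0.07, standard error 0.18). These differences were within the spread between libraries. The site TGGTGGACTGTAACCTTAATAAG lies on chromosome 17 from 17042279 to 17042301, with the box at -725 bp from the start site of *Gm51425*, a symbol that has no entry in the count tables.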

Taken together, these analyses demonstrate that while there were more off-targeting events in the HDR founders (5/11 or 45%), none resulted in a CArG box-dependent decrease in gene expression. It should be noted, however, that the bulk RNA-seq studies were necessarily performed in germline-transmitted mice where potentially deleterious off-targets that could affect CArG-dependent gene expression may have segregated from the *Tspan2* CArG mutation.

## Discussion

The prime editing 2 (PE2) platform initially demonstrated versatility of editing in cultured cells with minimal off-targeting events [24]. It is essential, however, to extend findings to more complex model systems and compare the relative efficiency of PE2 with other genome editing platforms such as base editing and HDR-mediated editing. Recent work in mouse embryos has shown variable fidelity of prime editing, depending on the prime editing system used [28, 29]. However, no studies have yet to compare prime editing with conventional HDR in an animal model using the same protospacer sequence, and there have been no reported animal phenotypes following prime editing. Here, the PE2 system [24] was tested and compared to conventional HDR-mediated editing in mice using the same protospacer targeting a TFBS (CArG box) located in the *Tspan2* promoter. *Tspan2* encodes for a membrane-associated protein highly enriched in vascular and visceral smooth muscle cell-containing tissues [32]. While both editing platforms successfully installed the engineered nucleotide substitutions within the CArG box, PE2 did so without measurable on-target indels or off-targeting events. HDR-mediated installation of a three-base substitution in the CArG box resulted in high efficiency incorporation of the desired edit and near loss of *Tspan2* mRNA expression in smooth muscle cells; however, all founder mice exhibited on-target indels and several exhibited off-target editing events. Prime editing of a single nucleotide within the CArG box resulted in ~ 90% reduction in expression of *Tspan2* in vascular and visceral smooth muscle tissues of adult mice; little change in expression was observed in heart muscle or in brain. A similar reduction in RNA expression was observed for an overlapping LncRNA (*Tspan2os*). To our knowledge, this is the first demonstration of the essentiality of a single base within a TFBS for tissue-restricted gene expression in mice and the co-regulation of an mRNA/LncRNA gene pair.

The severe attenuation of *Tspan2* in aorta and bladder provides a unique opportunity to elucidate TSPAN2 protein function in smooth muscle without the need for engineering complex Cre/*lox*P mice that restrict loss-of-function of a gene to smooth muscle-containing tissues. Moreover, since the coding sequence of *Tspan2* was unadulterated, future genetic rescue studies could be simplified using CRISPR activation [41] to override the regulatory edit in the CArG box. One caveat of this approach, however, relates to mRNA/LncRNA gene pairs where disruption of a shared TFBS could confound interpretation of phenotypes. Accordingly, characterization of the mice reported here will require genetic complementation studies where either the TSPAN2 protein or the *Tspan2os* LncRNA are reconstituted to better interpret phenotypes. Based on natural genetic variation and in vivo mutagenesis screening in different mouse strains [42], we suspect there will be more examples of single-base edits in a TFBS resulting in attenuated target gene expression in mice.

The near loss in expression of *Tspan2* in smooth muscle tissues with a single-base pair edit of the CArG box was unexpected given the heterogeneity of SRF-binding CArG boxes across the genome [37]. This suggests that some substitutions across the CArG box are intolerant for SRF binding. Interestingly, despite the abundant expression of SRF in brain [43] and heart [44], the CArG box mutants generated here had little effect on expression of *Tspan2* in these tissues. This would imply that separable TFBS recognized by distinct transcription factors drive expression of *Tspan2* in heart and brain. Future studies could determine whether subtle editing of targeted TFBS around the *Tspan2* locus confer selective loss of expression in brain or heart.

Nearly all of our genome is noncoding, comprising tens of thousands of noncoding RNAs and millions of TFBS [3, 45]. Most SNVs associated with disease reside in noncoding sequence but causality of such regulatory SNVs in disease is notably lacking, especially in the complex milieu of an animal model [3]. For example, 146/164 (89%) coronary artery disease risk alleles harbor noncoding SNVs but, with the possible exception of the noncoding SNV near *SORT1* [46], there is a lack of insight into the functional consequence of such sequence variants in vivo. While no known SNV exists in the *Tspan2/Tspan2os* CArG box, the large number of such TFBS [35] would suggest the presence of potentially important CArG-SNVs that could be easily modeled with PE2 editing in the mouse. An important goal therefore will be to map all CArG-SNVs in the human genome and filter those of possible clinical relevance for further study.

A limitation of genome editing in animal model systems and in future clinical trials to correct disease-causing mutations is unintended editing at the desired editing site or at distal off-targets. Whole genome sequencing and screening experiments in animal models have demonstrated low-level off-targeting events with wild type Cas9 [47–50] and, more recently, prime editing [28] though it must be stressed that these studies were necessarily limited to very few guide RNAs. A broader analysis in mouse and rat showed measurable off-targeting in 23% of Cas9-sgRNA experiments, with most off-targeting nearly eradicated by high-fidelity Cas9 nucleases [51]. Two previous reports in mice have shown that the PE3 platform, which utilizes an sgRNA to create a second nick at the on-target site [24], elicits on-target indels and substitutions [28, 29]. Here, no on-target indels or substitutions above the limits of detection were found in 12 PE2 founder mice whereas unwanted on-target indels were detected in the majority of 11 HDR founders. The latter results are congruent with a pre-submission report in mouse embryos showing low on-target indels with the PE2 platform [29]. Although PE2 exhibited high-fidelity on-target editing at the *Tspan2* CArG box, the frequencies of correct editing were lower than that seen in the HDR arm of the study. This suggests a higher level of mosaicism that could reduce the efficacy of germline transmission. On the other hand, HDR founders showed varying degrees of on-target indels, which also contribute to mosaicism and challenges in germline transmission of the desired edit. Clearly, more studies in mice are needed to establish general rules regarding on-target editing efficiencies, extent of mosaicism, and efficacy in germ line transmission using different prime editing platforms.

An unbiased, genome-wide analysis using the recently developed CHANGE-seq protocol [39] identified nearly twofold greater number of candidate off-target sites with wild type Cas9 and sgRNA than wild type Cas9 and the pegRNA. The reason for the variance in candidate off-targets is unclear but may be due to technical reasons related to the different structures of the sgRNA and pegRNA. Interrogation of 244 candidate off-target sites revealed off-targeting events in 5/11 (45%) HDR founders. In contrast, we did not detect evidence of off-target mutations in PE2-edited founder mice, though definitive proof for the absence of off-targeting events will require whole genome sequencing studies. While the majority of off-targets predicted by CHANGE-seq (and CRISPOR) harbor a CArG box, bulk RNA-seq of aortic tissue failed to reveal reduced expression of any associated transcript. Moreover, the bulk RNA-seq data would suggest that the *Tspan2* CArG box acts locally to control the *Tspan2*/*Tspan2os* gene pair and not at a distal target gene. It will be of major interest to ascertain whether these observations extend to other CArG-dependent mRNA-LncRNA gene pairs. Importantly, the editing efficiencies and off-targeting reported here are based on a single protospacer. Additional studies analyzing more target sites with a broader spectrum of sequence edits are needed before general rules are established regarding the efficiency and fidelity of the PE2 system in mice.

## Conclusion

We have compared prime editing with HDR-mediated editing in mice and show the PE2 system is effective in the installation of a single nucleotide substitution within a TFBS without on-target indels or detectable off-targeting events. This single-base replacement confers a near complete loss in expression of the *Tspan2*/*Tspan2os* gene pair in smooth muscle-rich tissues, allowing for future characterization of phenotypes under baseline and stress-induced conditions. The tissue-restricted loss in *Tspan2* expression with subtle edits to a regulatory element suggests a new paradigm for generating cell-restricted knockout mice without the labor-intensive breeding associated with the *Cre*/*lox*P system. The PE2 platform comprises only two components, yielding precision-guided editing and minimal unwanted mutations. These desirable attributes, as well as the development of computational tools for optimal pegRNA design [52], should stimulate additional comparative studies to further assess the efficiency of prime editing in mice. Finally, it will be of great interest to assess the potential utility of the prime editing platform in somatic editing of both prenatal and postnatal animal models.

## Methods

### HDR-mediated genome editing of *Tspan2* CArG box in mice

The mouse experiments in this study were approved by local institutional animal care and use committees at Cornell University (#2000-0122) and Medical College of Georgia at Augusta University (#2019-0999 and #2019-1000). Fertilized oocytes derived from male B6(Cg)-Tyr^2J^/J (Jackson Laboratory, stock #000058) and superovulated female FVB/NJ (Jackson Laboratory, stock #001800) mice were microinjected with 50 ng/μl of wild type Cas9 mRNA (TriLink Biotechnologies, San Diego, CA), 50 ng/μl of sgRNA (Synthego Corp., Menlo Park, CA), and 25 ng/μl of ULTRAmer standard desalting ssODN (Integrated DNA Technologies, Coralville, IA) harboring a CCT>GTC substitution in the *Tspan2* CArG box (Fig. 1a). All CRISPR components were dissolved in nuclease-free water (Ambion #9932), diluted in injection buffer (100 mM NaCl; 10 mM Tris-HCl, pH, 7.5; and 0.1 mM EDTA), and injected into the pronucleus and cytoplasm of fertilized oocytes using a Nikon Eclipse TE200 microscope equipped with Eppendorf FemptoJet 4x, Eppendorf TransferMan NK manipulator, and Eppendorf CellTram Air vacuum (Enfield, CT). Injected embryos were cultured in KSOM medium at 37 °C overnight and viable two-cell staged embryos were transferred to the oviducts of pseudopregnant female mice of strain B6D2F1/J (Jackson Laboratory, stock #1000006) and allowed to develop to full term. Founder mice were weaned 21 days post-parturition and genomic DNA from tail snips isolated with Gentra Puregene Tissue Kit (Qiagen Sciences #158667; Germantown, MD) according to the manufacturer’s instructions. Allele-specific ssODN primers (Integrated DNA Technologies, Coralville, IA) were used to PCR genotype each founder pup for the presence of *Tspan2* CArG box editing. ssODNs for HDR-mediated repair and PCR genotyping are listed (Additional file 8: Table S7). Selected HDR founder mice were bred to strain C57BL/6J mice (Jackson Laboratory, #000664) to pass the CCT>GTC substituted CArG box allele through the germline for heterozygous intercrossing and gene expression analysis. In addition, 11 HDR founders were analyzed for on-target and off-target editing as described below.

### Prime editing of *Tspan2* CArG box in mice

The same strains of mice used in HDR-mediated editing were used for prime editing. The Cas9 nickase-reverse transcriptase plasmid (pCMV-PE2, Addgene #132775, Watertown, MA) was linearized with *PmeI* (New England Biolabs #R0560S, Ipswich, MA) for 3 h at 37 °C, excised from an agarose gel, purified with a Monarch® DNA Gel Extraction kit (New England Biolabs #T1020S, Ipswich, MA), and incubated with RNAsecure™ RNase Inactivation Reagent (Thermo Fisher Scientific #AM7005, West Columbia, SC) for 15 min at 65 °C. Linearized and purified pCMV-PE2 was then in vitro transcribed using mMESSAGE mMACHINE & Ultra kit (Thermo Fisher Scientific #AM1345, West Columbia, SC) for 3 h at 37 °C in the presence of RNasin Ribonuclease Inhibitor (Promega #N2111, Madison, WI), and PE2 mRNA was purified with MEGAclear™ Transcription Clean-Up kit (Thermo Fisher Scientific, #AM1908, West Columbia, SC) according to the manufacturer’s instructions. Pronuclear/cytoplasmic injections were carried out with 25 ng/μl each of the PE2 mRNA dissolved in RNAse-free water and the synthetic pegRNA dissolved in nuclease-free water and diluted in the same injection buffer used for HDR editing. Genomic DNA from tail snips of founder mice was isolated with Gentra Puregene Tissue Kit (Qiagen Sciences #158667; Germantown, MD) according to the manufacturer’s instructions and PCR genotyped with primers flanking the CArG box followed by restriction digestion of the PCR amplicon with *PflMI*. The latter restriction site (CCA [N]_5_TGG) is generated with installment of the C>G transversion. ssODNs for PE2-mediated repair and PCR genotyping are listed (Additional file 8: Table S7). Two PE2 founder mice were bred to strain C57BL/6J mice (Jackson Laboratory, #000664) to pass the C>G transversion allele through the germline for heterozygous intercrossing and gene expression analysis. In addition, 12 PE2 founders were analyzed for on-target and off-target editing as described below and two littermate controls exhibiting no editing (founders #32 and #38) were included for on-target editing efficiency only.

### Synthesis of pegRNA

The prime editing guide RNA (pegRNA) was synthesized using Synthego’s CRISPRevolution platform with solid-phase phosphoramidite chemistry. Based on the original prime editing report [24], we selected a reverse transcriptase (RT) template of 10 nucleotides in length, inclusive of the C>G transversion, and a primer binding site (PBS) of 16 nucleotides in length. Three 2′-O-methyluridinylates were attached at the 3′ end of the PBS and stabilized with phosphorothioate backbones. The first three bases of the protospacer were modified as 2′-O-methyl derivatives and stabilized as phosphorothioates. The pegRNA was purified using reversed-phase high-performance liquid chromatography (Buffer A, 0.1 M TEAA; Buffer B, 50% 0.1 M TEAA/50% acetonitrile, 15%–95% B gradient in 15 min), and their identities were confirmed using an Agilent 1290 Infinity II liquid chromatography system coupled with Agilent 6530B Quadrupole time-of-flight mass spectrometry (Agilent Technologies, Santa Clara, CA) in a negative ion polarity mode.

### Sanger sequencing

Initial PCR genotyping informed us of founder mice carrying either the three base-pair substitution (HDR) or the single- base substitution (PE2) in the *Tspan2* CArG box. PCR amplicons from several of these founders were prepared for cloning into the pCR4-TOPO TA vector (Thermo Fisher Scientific #450071) and plated on LB agar plates for ampicillin-resistant colony isolation, purification, and PCR validation with original primers to ensure the presence of a clone. Several independent clones from each founder were then prepared for Sanger sequencing (GENEWIZ®, Research Triangle Park, NC). Representative electropherograms were cropped in Adobe Photoshop for presentation.

### Quantitative RT-PCR analysis

Indicated tissues from adult mice were rapidly excised, cleaned of adhering tissue in ice-cold phosphate buffered saline, and plunged in liquid nitrogen. Tissues were homogenized with a Minilys homogenizer (Bertin Technologies, Rockville, MD) using a Precellys Lysing Kit (VWR Scientific, Radnor, PA). Total RNA was extracted from thoroughly homogenized tissues via miRNeasy Mini Kit (#217004, Qiagen) according to the manufacturer’s directions. The concentration of RNA was measured by a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific), and 200–500 ng of total RNA was programmed for cDNA synthesis using an iScript™ cDNA Synthesis Kit (#1708890 Bio-Rad; Hercules, CA). Universal SYBR Green Supermix (Bio-Rad)-based qRT-PCR was carried out in a CFX386 Touch™Real-Time PCR Detection System (Bio-Rad). *Tspan2* mRNA and *Tspan2os* RNA expression were calculated by the 2^−ΔΔCt^ method using *Hprt* as an internal housekeeping control. Primer sequences used in this study are listed (Additional file 8: Table S7). Expression data were derived from tissues of independent mice (sample sizes indicated in figure legends) of each genotype and each data point in the scatter plots represents the mean of technical replicates (*n* = 3) for each mouse.

### Immuno-RNA fluorescence in situ hybridization assay

Heart, brain, and aorta from *Tspan2*^*sg/sg*^ and *Tspan2*^*peg/peg*^ CArG mutants (and littermate controls) were fixed in 10% neutral buffered formalin, paraffin embedded, and cut at 5 μm. Sections were processed for combined immunofluorescence of LMOD1 protein (Proteintech, #15117-1-AP; 1:200 dilution), a specific marker for smooth muscle [34] and RNA in situ hybridization of *Tspan2* mRNA (RNAscope, ACD) according to the manufacturer’s instructions. Alexa fluor 488 secondary antibody was used to detect LMOD1 protein (Thermo Fisher). Signals were obtained with a LSM 900 confocal laser scanning microscope (Zeiss) using the Zeiss Blue software system for image acquisition and processing.

### Targeted sequencing analysis for on-target editing efficiency

Genomic DNA was isolated from the spleen of indicated HDR and PE2 founder mice by DNeasy Blood & Tissue Kit (QIAgen, #69504; Germantown, MD). Primers, with adapters for barcoding, were used to amplify 288 base pairs around the CArG box (Additional file 8: Table S7). 0.5 μL of PCR product was used as a template in a barcoding PCR reaction, consisting of 2 min at 98 °C, followed by 10 cycles of denaturation for 10 s at 98 °C, annealing for 20 s at 61 °C, extension for 30 s at 72 °C, and a final 2 min extension at 72 °C. Barcoded products were pooled and gel purified from a 1% agarose gel using a QIAgen kit (#28115) to remove primers before quantitation with a Qubit dsDNA HS Kit (Thermo Fisher Scientific #Q32851). Samples were loaded onto an Illumina MiSeq instrument with a 300 cycle v2 kit for sequencing. Greater than 30,000 reads were collected for each sample. Sequencing reads were demultiplexed using the MiSeq Reporter (Illumina) and fastq files were analyzed using Crispresso2 Batch Analysis [53]. An analysis window of 10 was used to identify indels. Analysis of some nuclease-treated mice yielded substantial fractions of non-aligning reads (1–79% of total reads). Visual inspection of these sequences in Geneious DNA analysis software (Biomatters Inc., San Diego, CA) indicated that they harbored larger (> 10 nt) deletions, so non-aligning reads were added to the quantified indels. Non-aligning reads were less than 1% of total reads for all prime-editor-treated mice.

### CHANGE-seq analysis for off-target events

Genomic DNA from B6(Cg)-Tyr^2J^/J (Jackson Laboratory, stock #000058) and FVB/NJ (Jackson Laboratory, stock #001800) mouse liver was purified using Gentra Puregene Kit (Qiagen) according to the manufacturer’s instructions and combined for CHANGE-seq as previously described [39]. Briefly, genomic DNA was tagmented with a custom Tn5-transposome to an average length of 400 bp, followed by gap repair with Kapa HiFi HotStart Uracil+ DNA Polymerase (KAPA Biosystems) and Taq DNA ligase (#M0208, New England Biolabs). Gap-repaired tagmented DNA was treated with USER enzyme (#M5508, New England Biolabs) and T4 polynucleotide kinase (#M0201, New England Biolabs). Intramolecular circularization of the DNA was performed with T4 DNA ligase and residual linear DNA was degraded by a cocktail of exonucleases containing Plasmid-Safe ATP-dependent DNase (Lucigen #E3101K), Lambda exonuclease (#M0262, New England Biolabs), and Exonuclease I (#M0293, New England Biolabs). In vitro cleavage reactions were performed with 125 ng of exonuclease-treated circularized DNA, 90 nM of SpCas9 protein (#M0386, New England Biolabs), NEB buffer 3.1, and 270 nM of sgRNA or pegRNA, in a 50 μL volume (please note: there is no purified Prime Editor protein at this time). Cleaved products were A-tailed, ligated with a hairpin adaptor (New England Biolabs), treated with USER enzyme (New England Biolabs) and amplified by PCR with barcoded universal primers NEBNext Multiplex Oligos for Illumina (#E7335, New England Biolabs), using Kapa HiFi Polymerase (KAPA Biosystems). Libraries were quantified by qPCR (KAPA Biosystems) and sequenced with 151 bp paired-end reads on an Illumina MiniSeq instrument. CHANGE-seq data analyses were performed using open-source CHANGE-seq analysis software (https://github.com/tsailabSJ/changeseq).

### Targeted sequencing by rhAmpSeq and indel analysis

On- and off-target sites for sgRNA and pegRNA targets were amplified from founder mouse spleen genomic DNA using two pools of customized rhAMPSeq libraries (Integrated DNA Technologies, Coralville, IA) (primers available upon request). Sequencing libraries were generated according to the manufacturer’s instructions and sequenced with 151 bp paired-end reads on an Illumina NextSeq instrument. Indel analyses were conducted using custom Python code and open-source bioinformatic tools. First, paired-end high-throughput sequencing reads were processed to remove adapter sequences with trimmomatic (version 0.36) [54], merged into a single read with FLASH (version 1.2.11) [55] and mapped to mouse genome reference mm10 using BWA-MEM (version 0.7.12) [56]. Reads that mapped to on-target or off-target sites were realigned to the intended amplicon region using a striped Smith–Waterman algorithm as implemented in the Python library scikit-bio; indels were counted and reported with total read counts.

### Bulk RNA-seq

RNA-seq and data analysis were performed in the Genome Research Center at the University of Rochester School of Medicine and Dentistry. Total RNA from individual aortae cleaned of periadventitial tissue was extracted and quantitated as described above and RNA quality assessed with the Agilent Bioanalyzer (Agilent, Santa Clara, CA). TruSeq-Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA) was used for next-generation sequencing library construction per the manufacturer’s protocols. Briefly, mRNA was purified with oligo-dT magnetic beads and fragmented for first-strand cDNA synthesis with random-hexamer priming followed by second-strand cDNA synthesis using dUTP incorporation. End repair and 3′ adenylation was performed on the double-stranded cDNA and Illumina adaptors were ligated, purified by electrophoresis, and PCR-amplified with primers to the adaptor sequences to generate amplicons of ~ 200–500 base pairs. Amplified libraries were hybridized to the Illumina flow cell and single-end reads of 75 nucleotides were generated using Illumina’s NextSeq550 sequencer (San Diego, CA). Raw reads were demultiplexed using bcl2fastq version 2.19.1. Quality filtering and adapter removal were performed using FastP (version 0.20.0) and cleaned reads were then mapped to *Mus musculus* (GRCm38 + Gencode-M22 Annotation) using STAR_2.7.0f. Gene level read quantification was derived using the subread-1.6.4 package (featureCounts) with a GTF annotation file (Gencode M22). Differential expression analysis was performed using DESeq2–1.22.1 with a *p* value threshold of 0.05 within R version 3.5.1 (https://www.R-project.org/). PCA plot, heatmap, and Gene Ontology analysis are available upon request. RNA-seq data have been deposited in the GEO database under accession number GSE158388 [38]. Scatter plots for log_10_ + 1 transformed reads of > 1 were generated in Excel for wild type control *Tspan2* CArG versus HDR-edited or PE2-edited *Tspan2* CArG box.

### Analysis of off-targets for CArG box and gene expression change by RNA-seq

Predicted off-targets from CRISPOR [33] and CHANGE-seq were interrogated for the presence of consensus CArG boxes (CCW_6_GG) or CArG-like boxes (consensus CArG box with 1 nucleotide substitution) and evidence of SRF-binding using data from ENCODE on the UCSC Genome Browser [57]. All predicted off-target sequences were then analyzed for the nearest transcription unit and these genes were cross-referenced to the RNA-seq data for changes in RNA expression.

### Statistics and data availability

All statistical analyses were conducted in GraphPad 8.0. We tested group values for normality with the Kolmogorov-Smirnov and Shapiro-Wilk tests. Differences in means (± standard deviation) were computed either with unpaired *t*-test for two comparisons or one-way ANOVA followed by Tukey’s post hoc testing for more than two comparisons. Statistical significance was assumed with a probability value of *p* < 0.05. All data generated or analyzed during this study are included in this published article and its supplementary information files or deposited in a public database (GSE 158388).

## Supplementary Information

**Additional file 1.** Supplementary figures.

**Additional file 2.** Supplementary Table S1. CRISPR targets.

**Additional file 3.** Supplementary Table S2. Dseq of bulk RNA-seq.

**Additional file 4.** Supplementary Table S3. Pool 1 off-targets.

**Additional file 5.** Supplementary Table S4. Pool 2 off-targets.

**Additional file 6.** Supplementary Table S5. sgRNA off-targets and CArG boxes.

**Additional file 7.** Supplementary Table S6. pegRNA off-targets and CArG boxes.

**Additional file 8.** Supplementary Table S7. List of primers.

**Additional file 9.** Review history.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding authors on reasonable request, including original bulk RNA-seq data under GSE158388 [38].

# Supplementary material for: Prime editing in mice reveals the essentiality of a single base in driving tissue-specific gene expression
**Source:** Genome Biol. 2021 Mar 16;22:83. doi: 10.1186/s13059-021-02304-3
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures.

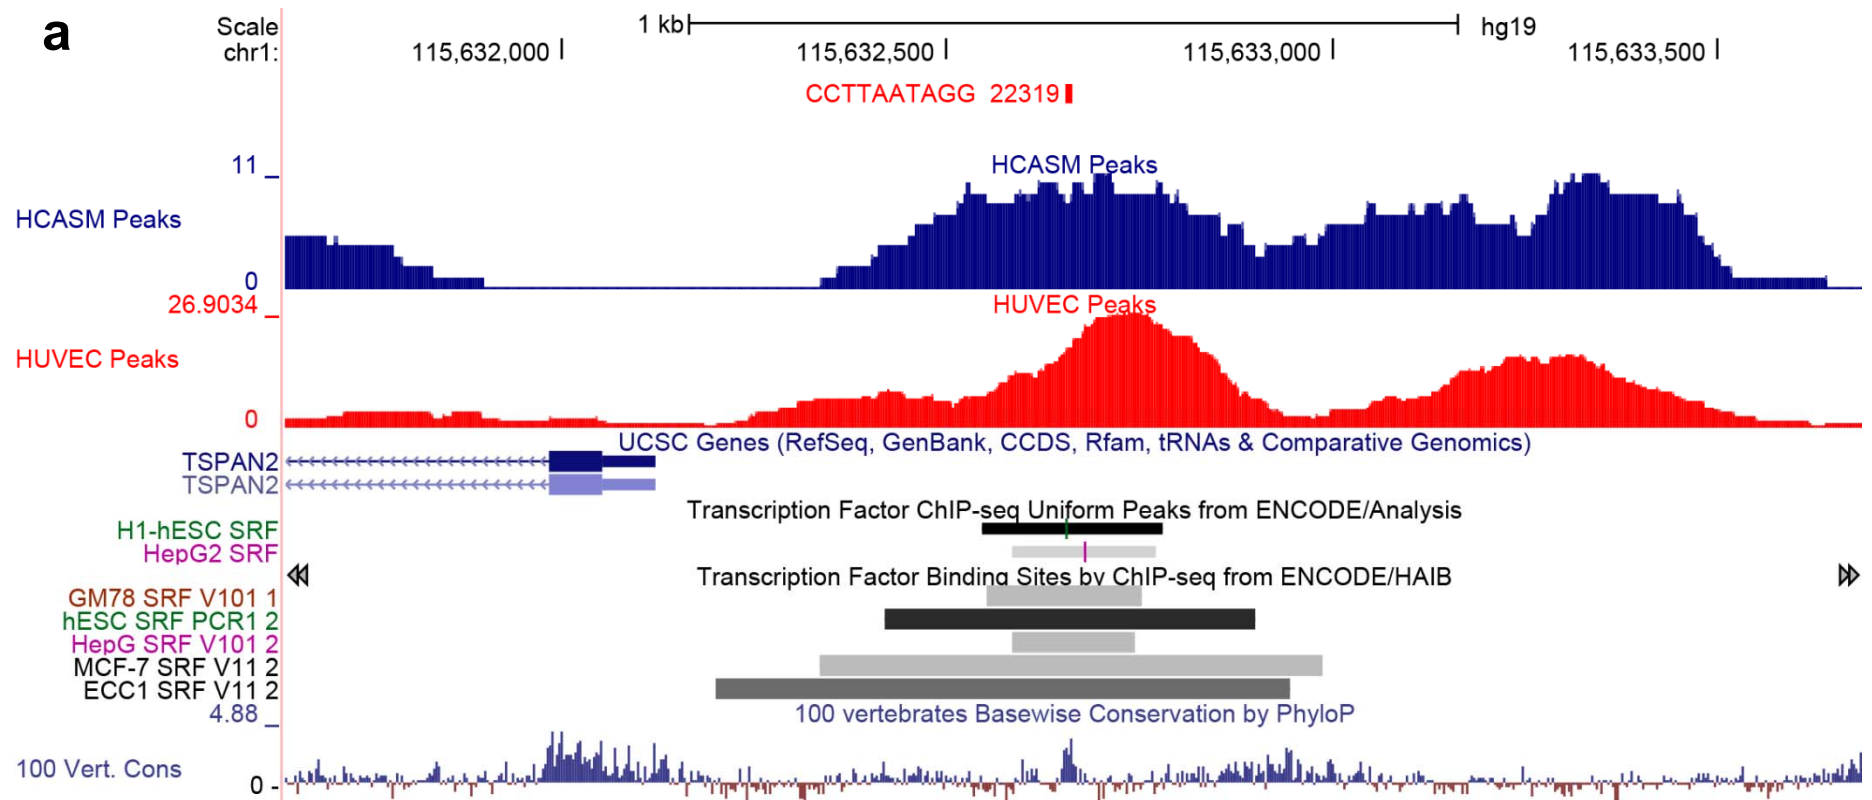

**b**

|          |                                          |
|----------|------------------------------------------|
| Human    | CTCTTA <b>CCTTAATAGG</b> CAAGAA          |
| Chimp    | CTCTTA <b>CCTTAATAGG</b> CAAGAA          |
| Rhesus   | CTCTTA <b>CCTTAATAGG</b> CAAGAA          |
| Mouse    | CT <b>GT</b> TA <b>CCTTAATAGG</b> CAAGAA |
| Rat      | <b>TTGT</b> TA <b>CCTTAATAGG</b> CAAGAA  |
| Rabbit   | CTCTTA <b>CCTTAATAGG</b> CAAGAA          |
| Pig      | CTCTTA <b>CCTTAATAGG</b> CAAGAA          |
| Dolphin  | CTCTTA <b>CCTTAATAGG</b> CAAGAA          |
| Dog      | CTCTTA <b>CCTTAATAGG</b> <b>GC</b> AGAA  |
| Elephant | CT <b>GT</b> TA <b>CCTTAATAGG</b> CAAGAA |
| Opossum  | <b>TC</b> CTTA <b>CCTTAATAGG</b> CATGAA  |

**Supplementary Figure 1. Human *TSPAN2* locus and CArG sequence.**

(a) Screenshot of UCSC Genome Browser showing CArG sequence in 5' promoter region (red at top) and ChIP-seq data for SRF-binding in human coronary artery SMC (blue) and human umbilical vein endothelial cells (red). Also shown are SRF ChIP-seq data from ENCODE (dark bars). Note the *TSPAN2* locus is transcribed from the Crick strand in this view. There is no annotated lncRNA associated with the *TSPAN2* locus in human (see Fig. 4a for mouse lncRNA, *Tspan2os*).

(b) Conservation of CArG sequence (red) is shown to left with PAM sequences highlighted yellow; the PAM sequence utilized in this study is to left (see Fig. 1a, 3a). Sequence divergence flanking CArG box is indicated with green nucleotides.

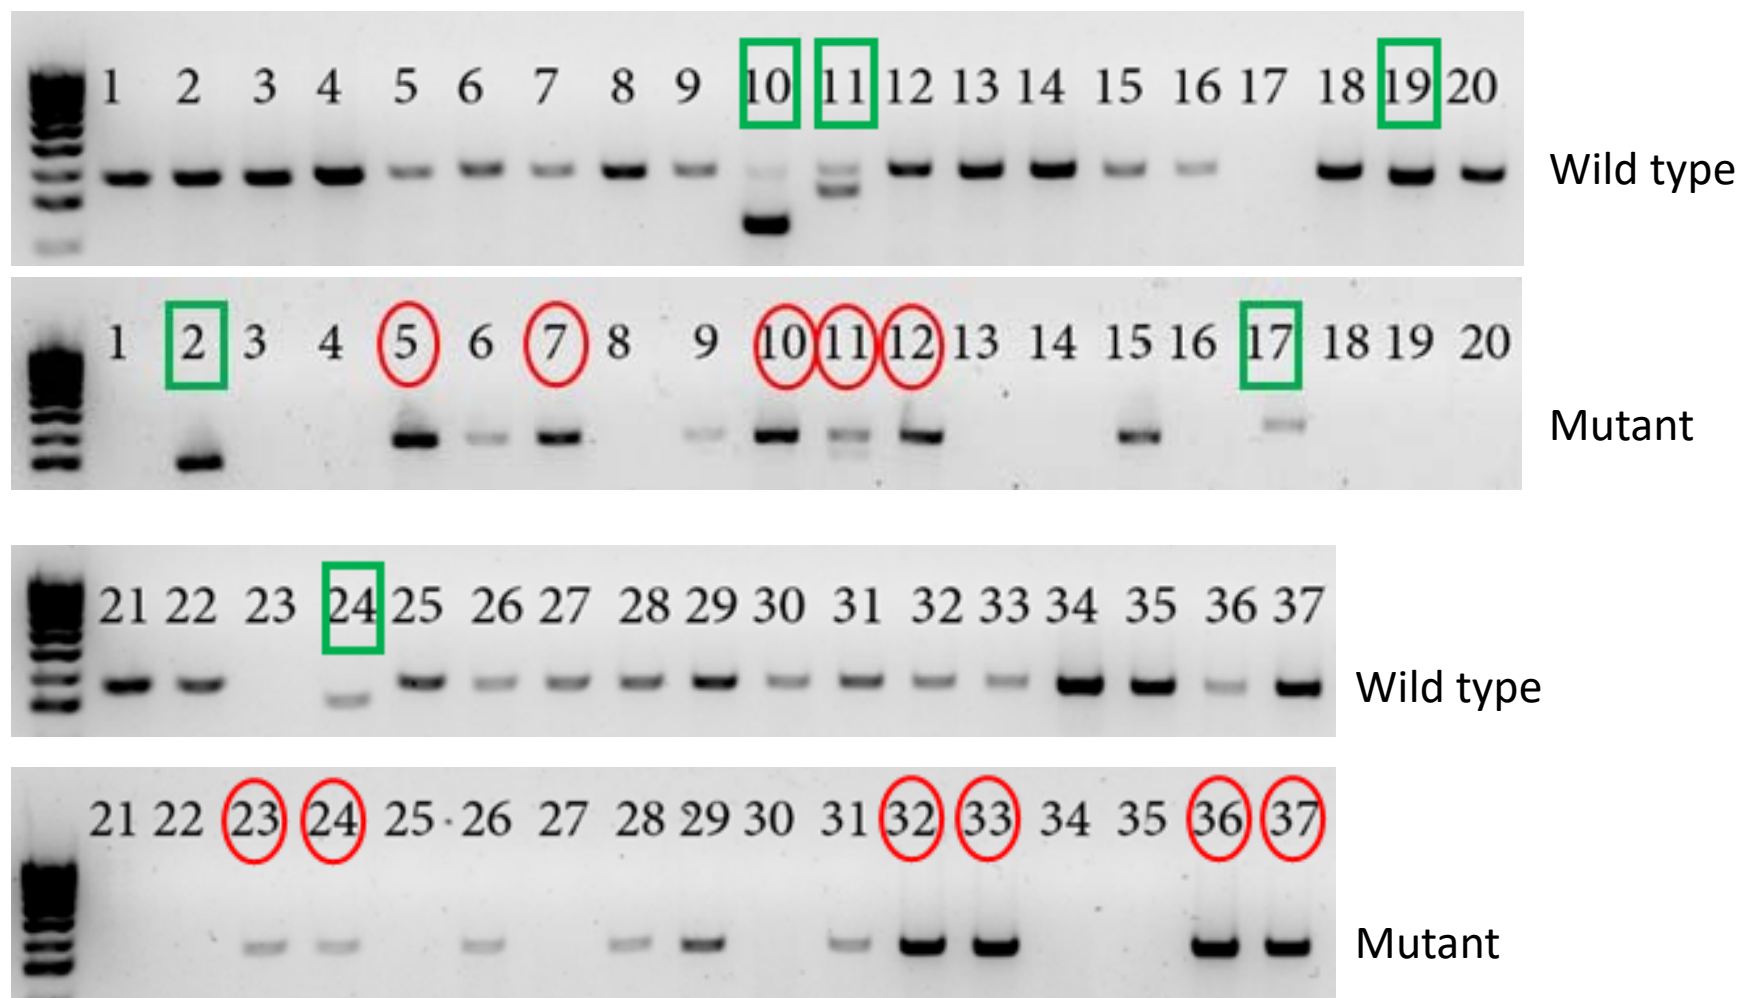

...CCTATTAAGGTAACAGTCCTCTAG... CArG wild type

...GTCATTAAGGTAACAGTCCTCTAG... CArG Mutant

**Supplementary Figure 2. Genotyping of original founder mice derived from HDR editing of *Tspan2* CArG box.** Primers specific to the wild type sequence or the 3 base pair substitution (CCT > GTC) were used in separate PCR reactions to generate the indicated bands above. Those founders boxed in green indicate the presence of obvious indels. Those founders circled in red represent the mutants analyzed for further study. Sequences below represent wild type and mutant (bold underlined) CArG boxes. Founders 33-37 are also shown in Fig. 1b of the main text.

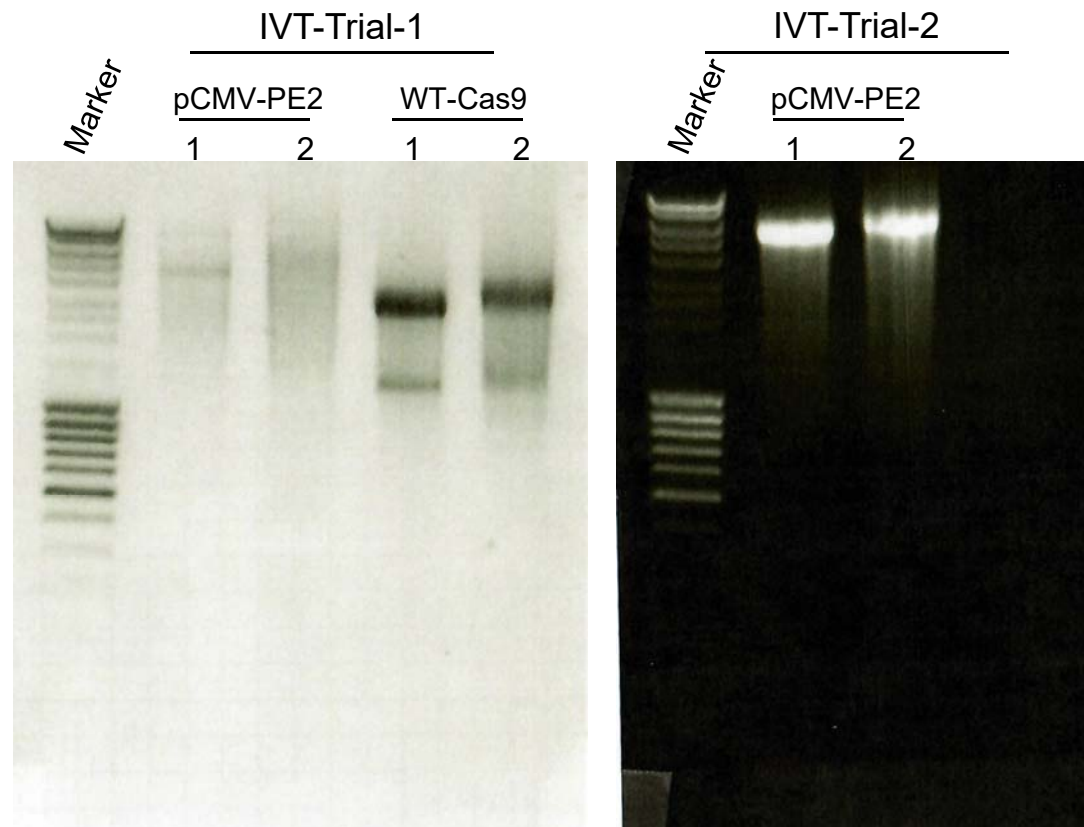

**Supplementary Figure 3. Optimized in vitro transcription of PE2 plasmid.** The pCMV-PE2 plasmid was initially In vitro transcribed (IVT) alongside wild type Cas9 with standard conditions per manufacturer (Trial 1). Poor quality PE2 mRNA necessitated a prolonged IVT reaction (3 hrs) and the addition of RNase inhibitors (Trial 2). The latter conditions resulted in higher quality mRNA for microinjections. Lane 1 samples were non-polyadenylated and lane 2 samples were polyadenylated yielding a slightly slower mobility band.

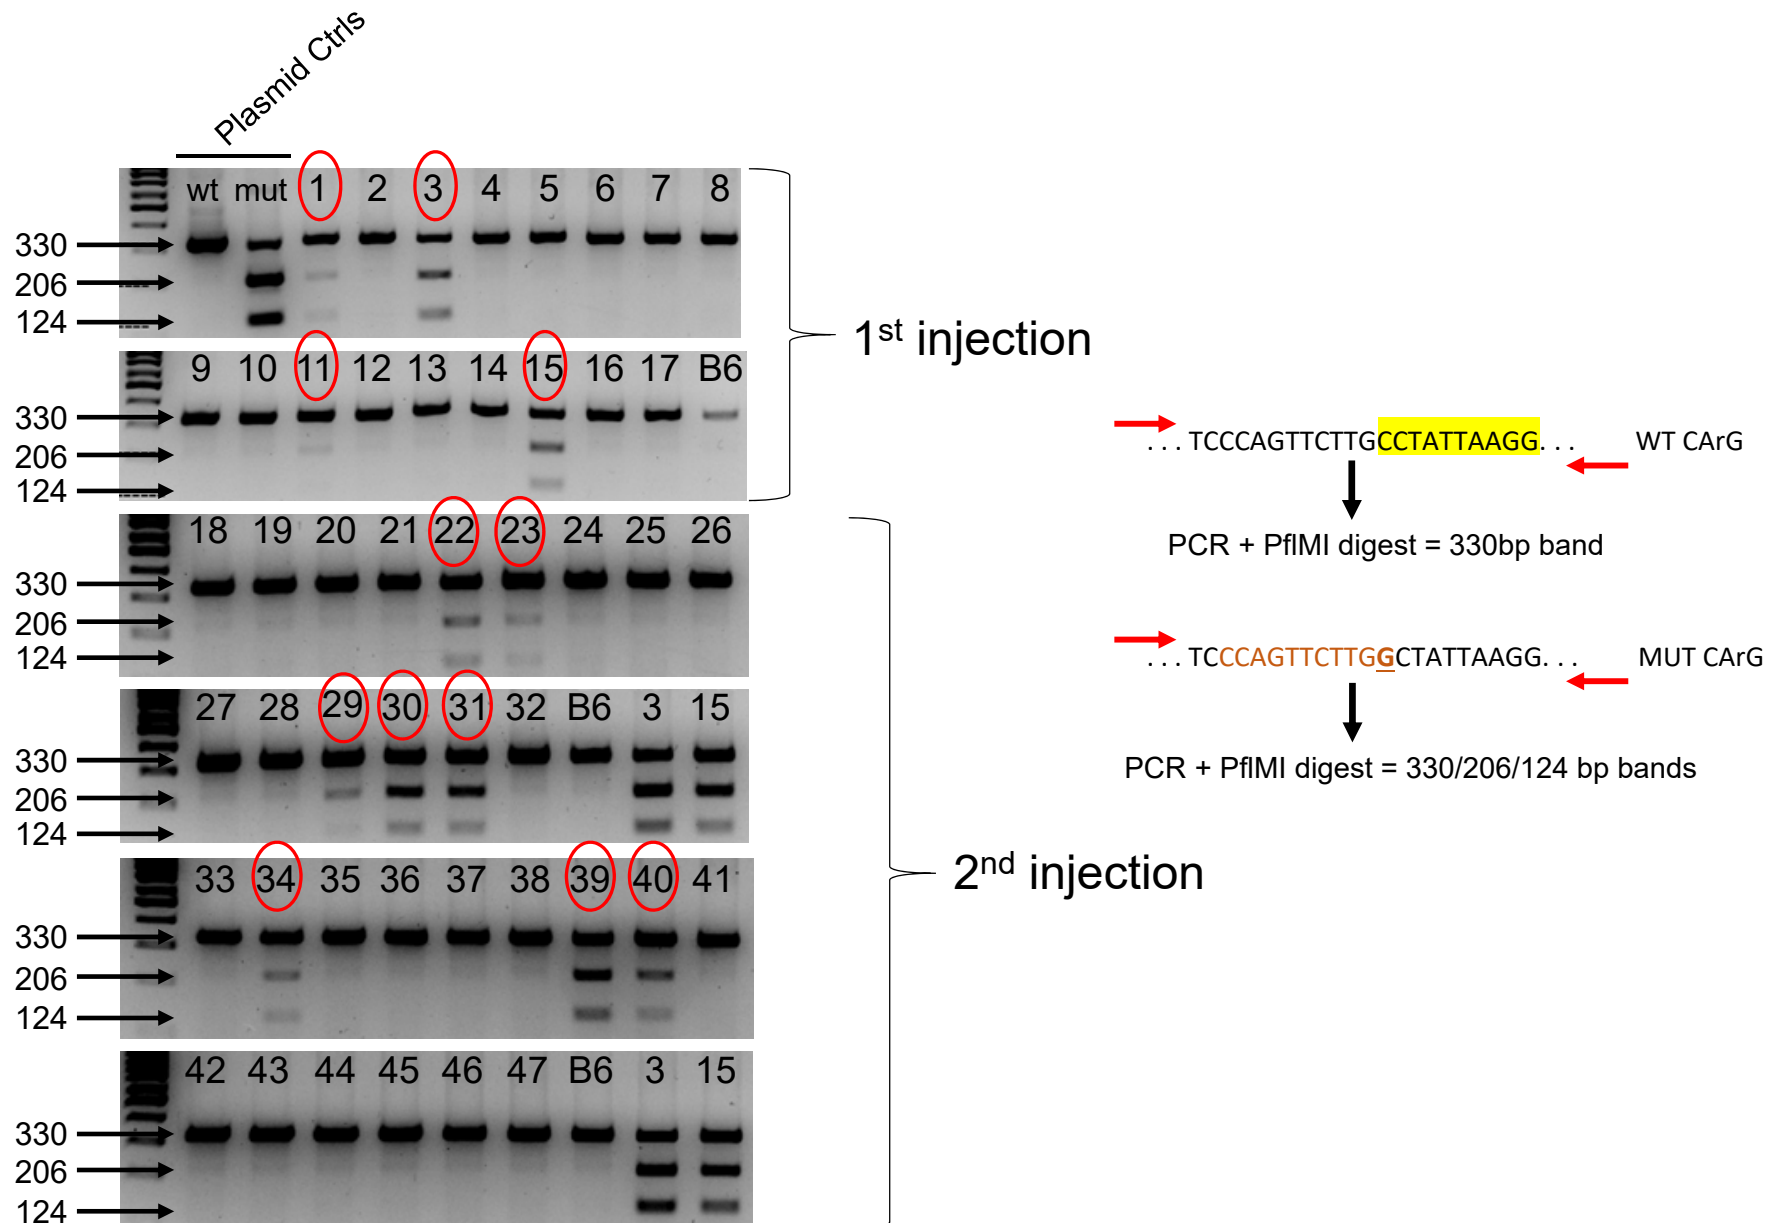

**Supplementary Figure 4. Genotyping of original founder mice from PE2 editing of *Tspan2* CARG box.** A 330 base pair PCR amplicon was subjected to PflMI restriction digestion (right). The recognition sequence for this enzyme (CCA[N]<sub>5</sub>TGG) is generated with a C>G transversion (bold underlined MUT CARG). Founders circled in red denote those mice used for further analysis. A B6 wild type mouse was used as a negative control and founders 3 and 15 from injection 1 were used as positive controls in founder genotyping of the second microinjection. The CARG box at top right is shaded yellow. Founders 28-32 are also shown in Fig. 3b.

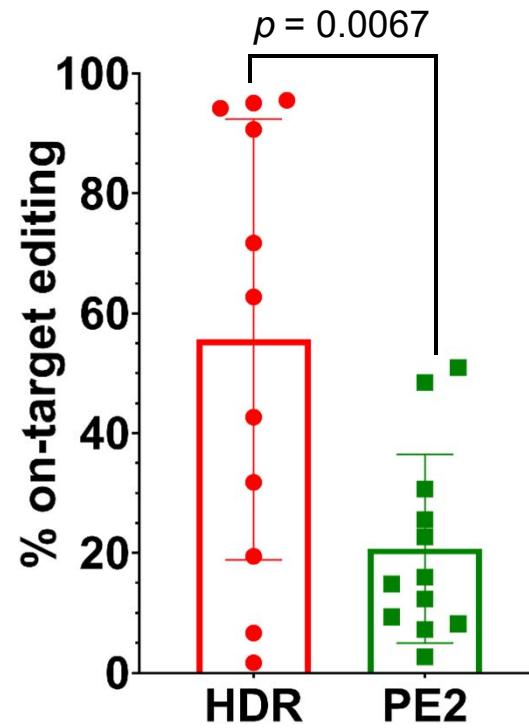

**Supplementary Figure 5. On target editing efficiencies in HDR and PE2 founder mice.** Scatter plots of the percent desirable editing in HDR (sgRNA) versus PE2 (pegRNA) founder mice. Each data point represents the percentage of reads in an individual founder mouse exhibiting the correctly edited CARG box.

## Predicted guide sequences for PAMs

Ranked by default from highest to lowest specificity score (Hsu et al., Nat Biot 2013). Click on a column title to rank by a score.  
If you use this website, please cite our [paper in NAR 2018](#). Too much information? Look at the [CRISPOR manual](#).

Download as Excel tables: [Guides](#) / [Guides, all scores](#) / [Off-targets](#) / [Saturating mutagenesis assistant](#)

| Position/<br>Strand | Guide Sequence + PAM<br>+ Restriction Enzymes<br><input type="checkbox"/> Only G- <input type="checkbox"/> Only GG- <input type="checkbox"/> Only A- | MIT<br>Specificity<br>Score | CFD<br>Spec.<br>score | Predicted Efficiency<br><br>Show all scores<br>Doench '16<br>Mor-Mateos | Outcome<br><br>Out-of-Frame<br>Lindel | Off-targets for<br>0-1-2-3-4<br>mismatches<br>+ next to PAM | Genome Browser links to matches sorted by CFD off-target score<br><input type="checkbox"/> exons only <input type="checkbox"/> chr3 only   |
|---------------------|------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------|-----------------------|-------------------------------------------------------------------------|---------------------------------------|-------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|
| 50 / fw             | TCCTCTAGGAACGACGGC AGG<br>Enzymes: <i>MspA1I</i> , <i>TauI</i> , <i>Fsp4HI</i><br>Cloning / PCR primers                                              | 88                          | 93                    | 46                                                                      | 45                                    | 74 65                                                       | 0-0-0-3-73<br>0-0-0-0-0<br>76 off-targets<br>4:intron:Frmd4b<br>4:intergenic:SNORA3-U6<br>4:exon:lv1<br>show all...                        |
| 46 / fw             | ACAGTCCTCTAGGAACGAG CGG<br>Enzymes: <i>MspA1I</i> , <i>TauI</i> , <i>ApeKI</i> , <i>Fsp4HI</i> ,<br><i>BstV1I</i><br>Cloning / PCR primers           | 85                          | 85                    | 71                                                                      | 66                                    | 66 83                                                       | 0-0-1-8-155<br>0-0-0-0-0<br>164 off-targets<br>4:intron:Wdr75<br>3:intron:Ubp1<br>4:intergenic:Gm8526-Edil3<br>show all...                 |
| 14 / rev            | TAGAGGACTGTTACCTTAAT AGG<br>Enzymes: <i>Tru1I</i><br>Cloning / PCR primers                                                                           | 80                          | 93                    | 18                                                                      | 77                                    | 74 77                                                       | 0-1-0-12-68<br>0-0-0-1-1<br>81 off-targets<br>4:exon:2810021B07Rik<br>4:intron:Fam38b<br>4:intergenic:Phactr2-Fuca2<br>show all...         |
| 31 / rev            | TCCTGCCGCTGCGTTCCTAG AGG<br>Enzymes: <i>HpyCH4III</i> , <i>MaeI</i><br>Cloning / PCR primers                                                         | 78                          | 84                    | 60                                                                      | 30                                    | 81 86                                                       | 0-0-1-21-179<br>0-0-0-0-1<br>201 off-targets<br>3:intergenic:U6-AC167724.1<br>4:intron:Igsf21<br>4:intergenic:Il12b-Gm12157<br>show all... |

**Supplementary Figure 6. Specificity score and off-target profile of protospacer used in HDR and PE editing of *Tspan2* CArG box.** The yellow highlighted cell indicates the protospacer sequence used in this study. Shown are the MIT and CFD specificity scores; higher scores (0-100) indicate a more specific protospacer for targeted sequence. Note the low number (81) predicted off targets for this protospacer. A full listing of these off-target sequences and a hyperlink to the UCSC Genome Browser is presented in Table S1.

How the deposited data were processed for this re-analysis (not part of the article)

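Aortae of 8-week-old PE2 mice and 12-week-old HDR mice were compared by genotype in bulk RNA-seq, with 5 wild-type and 5 *sg/sg* libraries in the HDR experiment and 4 wild-type and 4 *peg/peg* libraries in the PE2 experiment. Genotypes came from the sample labels and from the column names of the tables, and no library was assigned by its values. The authors deposited, for each experiment, a table of raw counts per gene symbol, which they made by trimming with fastp, aligning with STAR to GRCm38 with the Gencode M22 annotation and counting with featureCounts. They also deposited normalized values, a signal scale on which each count is divided by 1 DESeq2 size factor per library. In the deposited tables these factors ran from 0.883 to 1.17 in the HDR and from 0.940 to 1.12 in the PE2 experiment, and the ratio of count to normalized value was the same for all genes of a library to the precision of the numbers. The normalized values served only for that check and for the mean of *Tspan2* over libraries. The number of columns of per-sample values left unused was 0. The strand setting of featureCounts is not stated, and the labels and the methods differ on the library kit and the read length.

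From the raw counts, edgeR 4.0.16 in R 4.3.3 was run on each experiment alone, with TMM normalization, filterByExpr, estimateDisp, glmQLFit and glmQLFTest on genotype without a covariate, and Benjamini-Hochberg adjusted p under 0.05 was the threshold. The filter kept 16423 HDR and 16401 PE2 genes. Depth per library was 17290992 to 24880385 counts in the HDR and 38820265 to 44895615 in the PE2 experiment. Single values, such as the CPM of *Tspan2*, were compared with an exact two-sided permutation test, whose smallest possible p is 0.00794 for 5 libraries against 5 and 0.0286 for 4 against 4. DESeq2 1.42.0 (Wald test with its default filtering and outlier replacement) and limma 3.58.1 (voom) were alternatives. DESeq2 was given the whole table, a choice settled after its counts on smaller sets of genes had been seen. An adjusted p that DESeq2 did not give was left out of counts of lost calls. The difference between experiments was an edgeR interaction contrast over all 18 libraries in 4 groups. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 served for the permutation tests, Fisher's exact tests and summaries.

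The settings were listed before the data were examined: DESeq2 size factors, DESeq2's Wald test, limma-voom, no filter beyond 1 count in total, at least 10 counts in every library, robust dispersions, the replicate number as a block, sex as a covariate, female libraries alone, an adjusted p under 0.10, shrunken fold changes of *Tspan2* and *Tspan2os* (lfcShrink, type normal), each library left out in turn, and other window sizes. Settings added later are named as such where they appear. The block, the sex covariate and the female libraries could be run in the PE2 experiment alone, because the HDR columns carry no sex and no number that pairs them. For the same reason the interaction of genotype and sex in HDR aorta was not run, and a fit on the 4 HDR aortae per genotype of Fig. 7 was not run because the paper's text does not name them.

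The genes named in the text were chosen by a rule: *Tspan2* and *Tspan2os*, *Hist2h2be* and the genes Table S2 marks with a CArG box, the genes of Tables S1, S5 and S6 with a CArG box within 4 kb of a start site, the 5 called genes with the smallest adjusted p in each direction, any called gene of the off-target lists, genes of a marker list that is reported, and genes called in both experiments. Any other gene is said to have been named after its values were seen. Some results of single genes in the off-target lists are not reported here. The off-target lists were the genes named beside the sites of Table S1 (both flanking genes of an intergenic site) and the nearest genes of Tables S5 and S6, without *Tspan2*. Marker lists for skeletal muscle, cardiac muscle, brown fat, lymphoid cells, smooth muscle, immediate early genes and glucocorticoid response were written from general knowledge beforehand, and were tested with camera (inter-gene correlation 0.01) and with fry, both from limma. *Xist* and 4 genes of the Y chromosome (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were read as values only.

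Gene positions came from Gencode M21, which is on GRCm38 and 1 release before the annotation the authors used. Of 55453 symbols, 54402 were placed by Gencode, 448 by RefSeq symbols and 6 by RefSeq synonyms, and 54856 (98.9%) had a single position. Called genes within 20 Mb on either side of the CArG box, *Tspan2* and *Tspan2os* left out, were compared with all others by a one-sided Fisher's exact test. A library far from the rest of its group was looked for with Dixon's ratio, whose critical values are 0.829 for 4 and 0.710 for 5 libraries. Pairs of libraries of one group were compared for duplicates with a chi-square test of their counts, and the lowest chi-square per degree of freedom was 15.6 in the HDR and 58.8 in the PE2 experiment, far above the sampling noise. Other splits of the libraries were run in full for the PE2 experiment (35) and drawn at random for the HDR experiment and the interaction (100 each, the real one included).

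The tests of single genes were run on simulated counts with 200 changed genes, drawn from the means, dispersions and depths of the real libraries. edgeR recovered 72.5% of them in the HDR and 53.5% in the PE2 setting, with 2.68% and 4.46% of its calls false. limma-voom recovered 72.5% and 50.5%. DESeq2, given only the 16423 and 16401 genes that pass edgeR's filter and not a whole table, recovered 79.5% and 72.5%, with 17.6% and 36.4% of its calls false. The interaction test recovered 62.8% of 172 changed genes that passed its filter, with 9.24% of calls false. With the main axis of variation as a covariate, DESeq2's share of false calls was 19.3% in the HDR and 43.1% in the PE2 setting, and edgeR's 3.97% and 6.73%. The simulated libraries hold no hidden axis, so these shares cover the tests and not the real structure of the data. Fisher's exact test around *Tspan2* was not simulated.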

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

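The tests that leave out the male library or *peg/peg* replicate 3 from the chromosome 3 region and the immediate early list, and the correlation within the HDR skeletal muscle list, were set out before their results were seen; every other test of an explanation in this part, and the use of an unadjusted p around *Tspan2*, was chosen only after the result was seen. Dixon's ratio was computed for 52 groups of 4 or 5 libraries, and 7 had a library farther from the rest than the 95% critical value, where chance gives 2.6.

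*Peg/peg* replicate 3 stood apart from the other PE2 libraries. Its median Spearman correlation with the other PE2 libraries was 0.901, where the other *peg/peg* libraries had 0.974 to 0.979. The skeletal muscle list summed to 1205 CPM in it, against 17.0 to 20.3 CPM in the other *peg/peg* libraries, and the cardiac muscle list to 1038 CPM against 74.1 to 176. A lower depth is argued against by its total of 41791199 counts, which lies among those of the other PE2 libraries (38820265 to 44895615). Muscle dissected along with the aorta would bring all its abundant transcripts, and only 10 of the 19 genes of the skeletal and cardiac muscle lists were higher in it than in each of the other 7 libraries. *Acta1* (756 CPM), *Ckm* (300 CPM), *Tnnt2* (518 CPM) and *Actc1* (509 CPM) were raised, while *Pvalb* (0 CPM), *Atp2a1* (0.154 CPM), *Mylpf* (0.966 CPM) and *Myh6* (1.34 CPM) were not. *Ucp1* of the brown fat list was at 1.36 CPM, against at least 163 CPM in every other PE2 library. Since a single library of 4 shows this, the genotype does not account for it. A state of the aortic cells in this mouse that raises part of the muscle genes, a mixed sample, and an undocumented difference in library preparation stay open and were not tested. The cardiac muscle list was also high in PE2 wild-type replicate 3, at 136 CPM against 50.5 to 58.9 in the other wild-type libraries, with *Actc1* at 68.6 CPM and *Myh6* at 1.63 CPM, and no explanation was tested for it.

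In the HDR experiment, the skeletal muscle list summed to 167 CPM in wild-type library WT_3, against 13.9 to 16.8 in the other wild-type libraries. Of its 12 genes, 4 were higher in WT_3 than in each of the other 9 libraries. *Acta1* was at 76.9, *Ckm* at 30.6 and *Myh2* at 30.8 CPM, while *Myh4* (0.331 CPM), *Pvalb* (0.142 CPM), *Atp2a1* (0.709 CPM) and *Mylpf* (0.803 CPM) were at the level of the others, which argues against skeletal muscle in that sample in the same way as for *peg/peg* replicate 3. Over genes, the list was higher in *sg/sg* aortae by camera (adjusted p = 1.17e-16, median log2 change 1.19 over 11 tested genes, 8 higher and 3 lower). Its summed CPM was 45.7 ± 67.9 against 51.6 ± 37.5 (exact two-sided permutation p = 0.778, n = 5 each), and fry did not call it (adjusted p = 0.520). This rested on WT_3: without it the wild type was at 15.3 ± 1.45 CPM, all *sg/sg* libraries lay above it at 20.8 to 111 CPM (exact two-sided permutation p = 0.0159, n = 4 and 5), and fry still did not call the list (adjusted p = 0.241). Without each other library the exact permutation p was 0.651 to 0.968. These sums were looked at after the values were seen. The list holds 4 genes of Table S2, which were picked from these libraries. Across the 10 libraries, the median Spearman rho between its genes was 0.612, which is in line with skeletal muscle fibres in some of the *sg/sg* samples. In Mut_5 several genes of the list rose together (*Myh4* 31.1, *Ckm* 11.7, *Acta1* 8.70, *Atp2a1* 6.59, *Pvalb* 4.77 and *Mylpf* 4.35 CPM). They also rose in Mut_2. *Myh2* did not rise in Mut_5, at 0.514 CPM against 0.394 to 1.35 CPM in the wild-type libraries other than WT_3. In Mut_2 it was at 8.57 CPM. These levels are low, and a change in the aortic cells is not excluded. The brown fat list summed to 3011 CPM in Mut_4, against 635 to 1322 in the other *sg/sg* libraries. The HDR wild-type libraries ran from 836 (WT_3) to 4172 CPM (WT_6), so Mut_4 stood apart within its genotype only. The aortae were cleaned of the tissue around them, and how far fat remained was not recorded, so no explanation was tested. *Tspan2os* in Mut_5 was at 0.0467 CPM against 0 in the other *sg/sg* libraries, which is 1 read and within counting error.

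Around *Tspan2*, 34 of 418 PE2 genes within 20 Mb had an unadjusted p under 0.05 (8.13%), against 669 of 15934 elsewhere (4.20%; one-sided Fisher's exact p = 0.000286). Of these 34 genes 19 were lower and 15 higher. Chromosome 3 ranked 1 of 20 chromosomes by that share (7.39%), while it ranked 18 in the HDR experiment, where 6 of 440 genes in the window passed (Fisher's exact p = 0.872). With DESeq2's adjusted calls it was 8 of 435 genes against 24 of 16986 (Fisher's exact p = 8.81e-07), and with edgeR's adjusted calls 0 inside and 0 outside (p = 1, which these counts fix, with 34 inside and 669 outside at the unadjusted threshold). Genes of one region are not independent, so the Fisher p serves as a description. Among the 35 splits of the libraries, 1, the real one, gave as small a p, the smallest share that 35 splits allow. Because the unadjusted p was taken up only after the result was seen, this does not exclude chance. Without the male wild-type library the p was 9.16e-05 and without *peg/peg* replicate 3 it was 1.53e-08, which argues against either library as the source. Without *peg/peg* replicate 4 it was 0.0441, and without the other libraries it ran up to 0.00181. With all libraries and a window of 5 Mb it was 0.119 (6 of 78 genes inside). With 10 Mb it was 0.00106 and with 40 Mb 2.73e-05. Loss of the CArG box acting on its neighbours would move the same genes in *sg/sg* aortae, which lost the same box. Of the 34 genes 28 were tested there and 16 moved the same way. Their median HDR change, signed by the PE2 change, was 0.0116 (bootstrap interval -0.0752 to 0.0452), where the median size in PE2 was 0.724, which argues against it. Because the founders came from a cross of different strains, a stretch of a parental chromosome inherited with the edited allele may carry such differences, along with reads that align less well from one parental strain. The share within 20 Mb was not resolved from that of the rest of chromosome 3 (one-sided Fisher's exact p = 0.245), so a short stretch around the edit and a chromosome-wide difference cannot be told apart, and the genotype of the mice along the chromosome was not analysed here. A difference of strain within the PE2 groups elsewhere in the genome is equally open.

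The immediate early list was higher in *peg/peg* aortae. All 15 genes had a higher estimate, with a median log2 change of 1.22 and 12 genes at an unadjusted p under 0.05, and its summed CPM rose from 533 ± 112 to 1258 ± 419 (n = 4 each, exact two-sided permutation p = 0.0286, the smallest possible). The adjusted p was 0.0115 by fry and 4.61e-26 by camera. The glucocorticoid list rose as well, by a median of 0.84 in 6 of 6 genes, from 124 ± 22.9 to 254 ± 76.7 CPM (n = 4 each, exact two-sided permutation p = 0.0286; adjusted p = 0.0290 by fry). Of these genes 4 and 2 are in Table S2. In the HDR experiment the immediate early list had 8 genes higher and 7 lower and the glucocorticoid list 4 and 2, with fry adjusted p of 0.814 each. Among the 35 splits, 1, the real one, gave as small a fry p for the immediate early list. Its median change was 1.23 without the male library and 1.57 without *peg/peg* replicate 3, so neither accounts for it. The fry p without *peg/peg* replicate 4 was 0.0506, no longer called, and 0.00302 to 0.0458 without each of the others. For the glucocorticoid list it was 0.0612, 0.0809, 0.0523 and 0.0774 without wild-type replicates 1, 2, 3 and 4. It was 0.0554 and 0.0764 without *peg/peg* replicates 1 and 4, and 0.0770 with sex as a covariate. That call was thus lost without single libraries of both genotypes. Both lists answer to handling and to the time of day, and a difference in the order or time of collection between the groups could give this pattern. Neither the paper's text nor the labels give one, so the median of 0.84 in the glucocorticoid list does not separate it from an effect of the edit, and these cannot be told apart. A difference of strain between the groups was not tested.

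Of the 7 marker lists, camera called 6 in the PE2 experiment, all but skeletal muscle (adjusted p = 0.212), of which fry called the 2 lists above. Brown fat (median log2 change -0.79, adjusted p = 0.000876 by camera) and lymphoid cells (-0.40, 0.00116) were lower, and cardiac muscle (1.89, 0.00396) and smooth muscle (0.39, 0.0219) higher; in the lymphoid list, which holds 1 gene of Table S2, the mean was -0.93. In the HDR experiment camera called skeletal muscle and brown fat (-0.48, 0.00809), and fry called 0. The other HDR lists were not called by camera: cardiac muscle (-0.80, 0.149), smooth muscle (0.11, 0.149), lymphoid cells (-0.04, 0.833; mean 0.01), glucocorticoid (0.07, 0.327) and immediate early (0.13, 0.0574). Among 100 splits of the HDR libraries 89 gave as many lists by camera, and among 35 PE2 splits 3 did, so chance is excluded in neither.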

How the results depend on the processing

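The splits of the libraries and these settings were chosen only after the results were seen: the main axis of variation as a covariate, a prior on DESeq2's fold changes, DESeq2 on genes over a minimum count or with its filter set for 0.10, the whole table as DESeq2's input, shrinkage of *Hist2h2be*, and unadjusted thresholds for Table S2 and around *Tspan2*.

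*Tspan2* in *sg/sg* aorta kept its direction and its call under every setting run, with log2 fold changes from -3.25 (DESeq2 without Mut_6) to -1.36 (lfcShrink) and adjusted p up to 0.0216. In *peg/peg* aorta it kept its direction, from -3.60 (without *peg/peg* replicate 2) to -2.65 (lfcShrink). Its adjusted p by edgeR passed 0.05 without *peg/peg* replicate 3 (-3.28, 0.00524), and did not pass without wild-type replicates 1 (-3.51, 0.140), 2 (-3.30, 0.112), 3 (-3.48, 0.0604) and 4 (-3.53, 0.128) or *peg/peg* replicates 1 (-3.60, 0.143), 2 (-3.60, 0.132) and 4 (-3.39, 0.224). It did not pass with sex as a covariate (-3.52, 0.131) or in female libraries (-3.53, 0.128), which leave out wild-type replicate 4. Fewer residual degrees of freedom go with each of these settings. DESeq2's Wald test on all libraries called it (adjusted p = 1.15e-27), and also in 8 of 8 fits with a library left out (adjusted p up to 2.85e-20). Over the alternatives fixed in advance edgeR's adjusted p ran up to 0.295.

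With the replicate number as a block in the PE2 experiment, edgeR called 0 genes (402 at an unadjusted p under 0.05), 0 of Table S2 and 0 in both experiments, and *Tspan2* had a log2 fold change of -3.50 with an adjusted p of 0.295. The immediate early list had an adjusted fry p of 0.149 and the glucocorticoid list of 0.159 under the block, while camera called the same number of lists. DESeq2 was not run with the block. Libraries with the same number did not deviate together (correlations -0.0614, -0.163, -0.0226 and -0.226), so the numbers pair nothing. No paired analysis was possible for the HDR libraries because their columns carry no number of the labels.

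edgeR's count of changed PE2 genes was 1 with DESeq2 size factors, either filter, robust dispersions, limma-voom and a threshold of 0.10. It was 0 with sex as a covariate (443 at an unadjusted p under 0.05) and in female libraries (456), and with those settings 0 genes of Table S2 and 0 in both experiments were called. Leaving out single libraries gave 0 (wild-type replicates 1, 2 and 4; *peg/peg* replicates 1, 2 and 4), 1 (wild-type replicate 3) and 2 (*peg/peg* replicate 3). DESeq2 called 33, all in Table S2. DESeq2 called 32 on genes with a total of at least 1 or 2 counts, 37 with at least 10, 38 with a mean of at least 1, 30 with its filter set for 0.10 and 26 with a prior on the fold change. The HDR count was 1 under the other settings fixed in advance, with every library left out too, but 4 by DESeq2 and 4 without a filter on low counts, the same 4 genes of Table S2. DESeq2 gave 4, 4, 5, 5, 4 and 2 for the added settings in the same order. At an unadjusted p under 0.05 by edgeR, 13 HDR and 30 PE2 genes of Table S2 changed with its sign, and genes with too few counts for its filter were not tested.

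With the main axis as a covariate, edgeR called 1 HDR gene (560 at an unadjusted p under 0.05), *Tspan2* at -3.10 with an adjusted p of 0.00014, and 57 PE2 genes, *Tspan2* at -3.50 with 0.00203, including 5 of Table S2. DESeq2 called 20 HDR genes, 13 of them in Table S2, and 772 PE2 genes, including all 33 of Table S2. These were 361 higher and 411 lower. In the PE2 experiment this axis, 51.0% of the variation within genotypes, was set by *peg/peg* replicate 3, and DESeq2's false calls on simulated counts were many with this covariate, so the 772 calls may include many of that kind. Under this DESeq2 fit 2 genes beside CRISPOR sites were called lower in the PE2 experiment. In the settings fixed in advance 0 genes of the off-target lists were called, lower or in either direction, and the other added DESeq2 settings were not run on these lists.

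The overlap of edgeR's calls was 1 with each HDR library left out and without *peg/peg* replicate 3, and 0 without any other PE2 library. At an unadjusted p under 0.05 in the same direction it was 2. The interaction called 0 genes except without wild-type replicate 1 (1), *peg/peg* replicate 2 (4) and *peg/peg* replicate 4 (2), all of the PE2 experiment. *Tspan2os* had exact permutation p of 0.0952 to 0.333 in the HDR and 0.0571 to 0.114 in the PE2 experiment with libraries left out, never under 0.05. *Hist2h2be* passed 0.05 in the PE2 experiment by DESeq2 (-1.02, adjusted p = 0.0332), also with lfcShrink (-0.84), the prior (-0.92, adjusted p = 0.0485) and the main axis as a covariate, but not by edgeR or limma-voom in the settings fixed in advance, and DESeq2 kept the call in 2 of 8 fits with a library left out, without *peg/peg* replicate 2 or 3. The number of higher Table S2 genes that lost a call without their highest library was 0 by edgeR, which called 0 of them, and 7 by DESeq2.

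In the settings fixed in advance edgeR's adjusted calls held 0 genes around *Tspan2*, so the Fisher p of 1 was given beforehand. With DESeq2's calls in the PE2 experiment it was 8.81e-07, and the region was not tested with the main axis as a covariate. The number of lists called by camera was 2 in the HDR experiment, 0 by fry, 1 without WT_2 or Mut_6 and 4 without Mut_3, WT_5 or WT_6. It was 6 in the PE2 experiment, 2 by fry, and 5 to 7 with libraries left out. The causes of these shifts were not tested.

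Among 100 splits of the HDR libraries 4, the real one included, called 1 gene or more. The others of these called 558, 1915 and 4062 genes against 1 for the real split, so the HDR count by itself does not exclude chance. Among 35 splits of the PE2 libraries 4 called 1 gene or more, so chance is not excluded for the PE2 count. The settings not run were the block, the sex covariate and the female libraries in the HDR experiment, the interaction of genotype and sex, and the aortae of Fig. 7 alone. The HDR libraries were less deep, and *Tspan2os* had at most 6 counts in a library.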

Differences from the paper's values

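The fits with a prior on the fold change and with the main axis of variation as a covariate, the shrinkage of genes other than *Tspan2*, and the whole table as DESeq2's input were chosen only after the values were seen.

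The paper's Table S2 lists 17 significantly changed genes for the HDR experiment, the paper's number, and 1 was called here. None of the settings fixed before the data were examined reached it: DESeq2's Wald test and the fit without a filter on low counts each called 4, and DESeq2 size factors, at least 10 counts in every library, robust dispersions, limma-voom, an adjusted p under 0.10 and each library left out called 1. DESeq2 with the main axis of variation within genotypes as a covariate, chosen after seeing the data, called 20 HDR genes, 13 of them in the paper's list, and so dropped 4 of the paper's genes. Table S2 lists 33 genes for the PE2 experiment, the paper's number, against 1 here. Of the settings fixed before the data were examined, DESeq2's Wald test called 33, and these were the 33 genes of Table S2; that DESeq2 was given the whole table was settled after seeing its counts on smaller sets of genes (30 to 38). The others called 0 to 2. DESeq2 with the main axis as a covariate, chosen after seeing the data, also called all 33 of the paper's genes, among 772, and edgeR with it called 5 of them, dropping 28.

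The paper's log2 change of *Tspan2* in *sg/sg* aorta is -1.847 in Table S2 and was -3.07 here. The settings fixed before the data were examined gave -3.08 to -3.06 on all libraries, -3.24 to -2.95 with single libraries left out and -1.36 with lfcShrink, all still apart from it. DESeq2 with a prior on the fold change, chosen after the values were seen, gave -1.92, within the spread of the paper's value, but it called 2 HDR genes and so dropped 15 of the paper's 17. In *peg/peg* aorta the paper's value is -3.002 and the value here was -3.45. The settings fixed before the data were examined differed from it as well (-3.60 to -3.28, and -2.65 with lfcShrink), while the prior, chosen after the values were seen, gave -3.00 and called 26 genes, dropping 7 of the paper's 33. For *Hist1h2al* in *peg/peg* aorta the paper's value is 2.458 and the value here was 4.94. The prior gave 2.46, and the settings fixed before the data were examined gave 4.56 to 6.89, and lfcShrink, extended to this gene after the values were seen, gave 1.59. For *Neb* in *sg/sg* aorta the paper's value is 0.551 and the value here was 0.90. The settings fixed before the data were examined gave 0.76 to 0.98 and all differed. After the values were seen, lfcShrink was extended to this gene and gave 0.52, and the prior gave 0.66, neither of which differed. *Pvalb* and *Csrp3* had too few counts for edgeR's filter. The paper's values are 0.252 and 1.386, and DESeq2's Wald test gave 5.06 and 4.74, the fit without a filter 4.86 and 4.63, female PE2 libraries 4.65 for *Csrp3* (4.44 to 5.03 without single libraries where tested), lfcShrink 0.18 and 0.76, and the prior 0.35 and 1.39. With the prior, 33 of 33 PE2 genes lay within 0.001 of the paper's log2 change, and 0 of 17 HDR genes did, with a largest difference of 0.405. The paper's PE2 log2 changes thus match changes shrunken by that prior, and the values without it are an unlike measure. The paper's 33 PE2 genes are those that DESeq2's Wald test called without the prior, so the 7 dropped with it do not speak against that match. The HDR log2 changes were matched by neither.

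The legend of Fig. 7 gives 4 aortae per genotype in both experiments, the paper's number, while the HDR table holds 5. The mean normalized count of *Tspan2* over all 10 HDR libraries, 2371, equals the mean that Table S2 lists.

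The paper states that *Tspan2os* was significantly reduced in both mutants, by about the same share as *Tspan2*, and shows it by qRT-PCR for the PE2 mice. The RNA-seq counts here gave 6 against 1 and 17 against 3 reads, with exact two-sided permutation p of 0.167 (n = 5) and 0.0571 (n = 4), and the qRT-PCR was not analysed here. The paper states that up- and downregulated genes did not overlap between the experiments. Both lists of Table S2 hold *Tspan2*, and so did both calls here, and no other gene was shared. The paper attributes many of the upregulated transcripts, above all in the pegRNA experiment, to single replicates. Here 4 of 23 PE2 and 5 of 8 HDR genes had over 50% of the mutant group's CPM in 1 library, and 6 of the 23 lost DESeq2's call without their highest library. The paper counts 188 CHANGE-seq sites of the sgRNA, and Table S5 as read here holds 187.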

Other observations

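All tests in this part were chosen only after the result was seen, except the test of genomic DNA, which was set out before, and the interaction test, which was set in advance.

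Splits of the HDR libraries that cross the genotypes changed far more genes than the genotype did. The split of WT_2, WT_3, Mut_2, Mut_3 and Mut_4 from the others called 4062 genes by edgeR (6557 at an unadjusted p under 0.05), that of WT_2, WT_3, WT_4, Mut_2 and Mut_3 called 1915, and that of WT_2, WT_4, Mut_2, Mut_3 and Mut_4 called 558. The first principal component of log2 CPM, after each genotype's mean was removed, held 44.1% of the variation. *Xist*, expressed from the inactive X chromosome, was at 0.761 to 1.82 CPM in WT_5, WT_6, Mut_5 and Mut_6 and at 1120 to 1578 CPM in the other 6 libraries. The 4 Y-chromosome genes summed to 339 to 402 CPM in the former and to at most 0.0473 CPM in the latter. The 4 libraries scored 0.251 to 0.492 on the axis and the other 6 scored -0.382 to -0.0556. The sex of the mice, or a batch that follows it, could be the source of this axis. The lowest score of the 4, 0.251, lay above all others, and the libraries could have overlapped. By these genes the 4 libraries read as male and the other 6 as female, and the labels list 2 males per genotype. No library was assigned by its values, and sex was therefore not used as a covariate in the HDR experiment. In the PE2 libraries, whose sexes the labels give, *Xist* was at 0.172 CPM in the male library and up to 561 CPM in the females, the lowest *peg/peg* library at 358 CPM, and the Y-chromosome genes at 187 and at most 0.0485 CPM. The PE2 axis held 51.0% of the variation and was set by *peg/peg* replicate 3, with a score of 0.864 against -0.322 to 0.0344.

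In the HDR experiment Mut_2 and Mut_4 had counts on 32304 and 33618 genes, against 24079 to 26992 in the other 8 libraries. A greater depth is argued against by their totals, of which the higher was 17818977, below the 19588134 to 24880385 of the others. Reads from genomic DNA, or from RNA of all parts of the genome, would bring counts on genes that aorta does not use. Over 1738 olfactory and vomeronasal receptor genes, the summed CPM was 209 and 220 in the pair and 77.8 to 113 in the others, less than the many-fold rise asked for and above the level of the rest, so this explanation stays open. The number of receptor genes with a count, looked at after the CPM, was 978 and 965 in the pair and 106 to 388 in the others. No biological explanation was tested. Table S2's *Gm10719*, *Gm10720* and *Gm10722* were highest in Mut_2, and *Gm10719* was at 21.5 CPM in Mut_2 and 9.79 in Mut_4, against at most 6.03 in the other libraries.

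The test of a different genotype effect between the experiments called 0 genes by edgeR. All 100 of 100 regroupings of the libraries within experiments gave as many, which a count of 0 fixes beforehand, so they decide nothing about chance. The smallest adjusted p was that of *Hist2h2bb* (0.145), and it was 0.165 for *Capza1* and 0.436 for *Hist2h2be* by edgeR. All lie on chromosome 3, and *Hist2h2bb* and *Capza1* were named after their values were seen. *Capza1*, 2.11 Mb from the CArG box, was at 25.6 ± 3.58 and 25.5 ± 4.54 CPM in HDR wild-type and *sg/sg* aortae (n = 5 each, exact two-sided permutation p = 0.968). In PE2 aortae it was lower in *peg/peg*, with 24.2 to 35.2 CPM in the wild type and 12.8 to 15.3 CPM in the mutant. The log2 fold change was -1.13 (standard error 0.14), which edgeR did not call (adjusted p = 0.241). DESeq2's Wald test did call it (adjusted p = 1.40e-08), and kept the call with each mutant library left out in turn. Of the 33 PE2 genes of Table S2, 11 are on chromosome 3, 6 higher and 5 lower, *Tspan2* included.

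Among the 37 genes at an unadjusted p under 0.05 in both experiments, 35 moved in opposite directions. No explanation was tested. By the labels, the age and strain of the mice differ between the experiments along with the editor, while the methods name the same founder cross. Neither the paper's text nor the labels give the order or time of collection, so a difference in collection is not known. The *Tspan2* change itself did not differ between the experiments.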
